# The PpPep2-Triggered PTI-like Response in Peach Trees Is Mediated by miRNAs

**DOI:** 10.3390/ijms252313099

**Published:** 2024-12-05

**Authors:** Laura Foix, Maria Pla, Beatriz Martín-Mur, Anna Esteve-Codina, Anna Nadal

**Keywords:** plant elicitor peptide (Pep), plant defense, *Prunus*, miRNA sequencing, differential network analysis, gene set enrichment analysis

## Abstract

Plant diseases diminish crop yields and put the world’s food supply at risk. Plant elicitor peptides (Peps) are innate danger signals inducing defense responses both naturally and after external application onto plants. Pep-triggered defense networks are compatible with pattern-triggered immunity (PTI). Nevertheless, in complex regulatory pathways, there is crosstalk among different signaling pathways, involving noncoding RNAs in the natural response to pathogen attack. Here, we used *Prunus persica*, PpPep2 and a miRNA-Seq approach to show for the first time that Peps regulate, in parallel with a set of protein-coding genes, a set of plant miRNAs (~15%). Some PpPep2-regulated miRNAs have been described to participate in the response to pathogens in various plant–pathogen systems. In addition, numerous predicted target mRNAs of PpPep2-regulated miRNAs are themselves regulated by PpPep2 in peach trees. As an example, peach miRNA156 and miRNA390 probably have a role in plant development regulation under stress conditions, while others, such as miRNA482 and miRNA395, would be involved in the regulation of resistance (R) genes and sulfate-mediated protection against oxygen free radicals, respectively. This adds to the established role of Peps in triggering plant defense systems by incorporating the miRNA regulatory network and to the possible use of Peps as sustainable phytosanitary products.

## 1. Introduction

Plants have a sophisticated defense system that is triggered by the perception of molecular patterns associated with pathogens (PAMPs) and endogenous danger signals (DAMPs) through transmembrane pattern recognition receptors (PRRs) [1,2].

Plant elicitor peptides (Peps) are approximately 23 to 40 amino acids long secondary DAMPs cleaved out of precursor proteins (PROPEPs) that are released to the apoplast following cell disruption due to pathogen attack or wounding. They are recognized by specific Leucine-Rich Repeat Receptor-Like Kinase (LRR-LRK) transmembrane Pep receptors (PEPRs), which result in the induction and amplification of pattern-triggered immunity (PTI, i.e., the first line of inducible plant defense). PTI involves common signaling molecules, e.g., Ca^2+^, ROS and hormones (primarily salicylic acid, SA, ethylene, ET and jasmonic acid, JA), and extensive transcriptional reprogramming [2,3,4,5,6]. The overexpression and exogenous application of Peps at nanomolar concentrations increases resistance to various bacterial or fungal pathogens and herbivore attack [7,8,9,10,11] in ex vivo experiments and in planta [7,9,10,12,13,14]. As an example, the preventive treatment of peach plants with 1 μM doses of the *Prunus persica* peptide PpPep2 resulted in about 50% reduction in the symptoms following massive infection [3] with the bacterial pathogen *Xanthomonas arboricola* pv. *pruni* (*Xap*) [7].

PROPEP and PEPR orthologue genes are widely present within the angiosperms [15,16]. Sequences from the same plant family cluster together and family-specific motifs have been identified. Thus, there is inter-family incompatibility in their activity. The signal transduction pathways, however, are analogous.

Transcriptome deep sequencing analyses in *Arabidopsis* and *P. persica* (using AtPep1, and PpPep1 and PpPep2, respectively) showed that the topical application of Peps mimics the PTI natural response [7,17]. This includes the quick induction of PEPRs, PRRs and intracellular receptors, regulatory genes such as those related to hormone signaling (ET, JA, ABA) and transcription factors, calcium signaling proteins, plant disease resistance R proteins, etc., and the slower induction of pathogenesis-related proteins and cell wall-related genes.

There is a clear parallelism in the transcriptome dynamics caused by exogenous application of Peps and pathogen attacks, mostly affecting the same types of genes, although the latter showed an overall slower response, possibly due to the infection progress [7]. Thus, PTI induction is postulated as the Pep mode of action to achieve plant protection.

Complementary to protein coding genes, noncoding RNAs (ncRNAs) play essential regulatory roles in plants, particularly in development and in the response to abiotic and biotic stresses [18,19,20,21]. Micro RNAs (miRNAs) are 20–24 nucleotides small endogenous ncRNAs. They are transcribed from MIR genes into a stem-loop structured primary miRNA (pri-miRNA), which can be processed to shorter precursor pre-miRNAs and subsequently into miRNA/miRNA* duplexes. MIR transcription depends on a complex regulatory mechanism that involves numerous factors and microprocessor elements. miRNA/miRNA* duplexes are loaded on ARGONAUTE1 (AGO1) to constitute the RNA-induced silencing complex (miRISC), which is translocated to the cytosol. After that, the miRNA* is removed from miRISC, leaving the functional miRNA to target complementary mRNAs for degradation and/or translational silencing, thus contributing to gene regulation [22,23,24,25,26,27,28,29,30]. miRNAs can be functional within the same cell and can also be exported to distant cells.

miRNAs have been involved in plant immunity to bacteria and other pathogens [20,29,31,32,33,34,35] by regulating PTI and/or effector-triggered immunity (ETI). This includes pathogen perception through plant receptors, signal transduction and downstream immune responses, e.g., reactive oxygen species (ROS) accumulation, transcription factors and pathogenesis-related (PR) gene expression, callose deposition and plant hormone regulation. Some miRNAs are known to silence the auxin signaling pathway, which results in the activation of PTI [36,37] while some others contribute to fine-tuning the defense response [19].

The exogenous application of the PAMP flg22 onto *Arabidopsis* plants has an effect on the levels of various miRNAs, in coherence with miRNAs having a role in PAMP signaling [36,37]. Given the similarity of downstream events in response to PAMPs and DAMPs, we hypothesized that exogenous treatments with DAMPs might as well have an effect on the levels of certain miRNAs. We thus envisaged further characterization of the miRNA response to treatment with the DAMP PpPep2 onto *P. persica*, taken as an example. Peps are good candidates to establish natural, environmentally friendly and targeted culture management strategies. Improved knowledge on its mechanism of action is an important step towards transference of this technology. Here, we analyzed miRNA profiles of peach trees upon PpPep2 treatment using the application conditions that provide optimal protection against massive *Xap* infection.

## 2. Results and Discussion

### 2.1. miRNA-Seq Characterization of Peach Response to PpPep2

To assess the possible role of miRNAs in the response of peach to preventive treatment with PpPep2, we treated the leaves of juvenile plants with 1 μM of this peach peptide and carried out miRNA-Seq after 1 and 24 h using untreated plants as control. We previously showed that this is the optimal dose to protect peach trees against *Xap* [10] and that peach leaf transcriptome is strongly modulated 1 and 24 h after PpPep2 application [7]. One hour after PpPep2 application, there was a strong transcriptional regulation affecting up to 5% peach genes (i.e., differentially expressed genes, DEGs), with more than 90% upregulated. One day after PpPep2 treatment, most of these genes were downregulated to recover their levels before treatment, and there was ca. 1% novel DEGs. Transcriptional differences between the 24 h and the 48 h time points were less significant.

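PpPep2 is a peach member of the plant elicitor peptides, small peptides that plants perceive as signals of damage, and miRNA-Seq counts the reads of small RNA libraries that fall on each annotated pre_miRNA gene. The deposited table lists 210 pre_miRNA genes in 9 libraries, 3 for the control (t0) and 3 for each time point after 1 μM PpPep2. The paper describes the control plants as untreated, whereas the sample labels describe them as mock. All control libraries are from t0, with none at 1 h or 24 h. A change after PpPep2 therefore cannot be told apart from a change with time or handling. For the deposited values, the authors trimmed the reads with Trim Galore and mapped them with STAR to the Prunus_persica_NCBIv2.38 genome. They quantified the reads with RSEM at a seed length of 16 on the annotation of Ensembl Plants release 48 and tested them with DESeq2. The values are normalized counts and not raw reads. Within each library the low values were all whole multiples of a fixed step, which is what 1 read was worth after normalization and which ranged from 0.488 to 2.844 normalized counts. Dividing each library's total by its step gave a median of 481432 reads on pre_miRNA genes at t0, 267131 at 1 h and 218681 at 24 h. Replicates of the same condition differed by more than the counting noise, with a chi-square per degree of freedom between 22.3 and 267.5 for pairs of replicates. This covers counting error only and cannot tell whether libraries come from separate samples. They were taken as separate replicates from the sample labels. Changes were tested on log2(normalized count + 1) with limma, fitted once to all 9 libraries, for the 135 genes with a mean of at least 5 normalized counts. On this scale the added 1 understates the change of genes with low counts, whereas values at 0 in some replicates can make it larger than the ratio of the group means. DEMs were taken at an adjusted p under 0.05 after Benjamini-Hochberg adjustment, and single values were compared by two-sided exact permutation tests, which cannot give a p under 0.1 for 3 libraries against 3. The choices that could change the numbers include the value added before taking logs, the minimum mean, the scaling of the libraries and the replicates used. The trend in limma, a replicate block and the libraries that enter the fit are further such choices. Gene names were taken from Table 1, and no chromosome positions are given because 0 of the 210 gene identifiers matched the reference table used here.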

Nine miRNA libraries were constructed that corresponded to three experimental replicates of each, the control and 1 and 24 h time points, each consisting of nine plants and five leaves per plant. Data supporting this analysis are available in the Gene Expression Omnibus (GEO) repository, record GSE214135 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214135; accessed on 1 December 2024).

Quality control and mapping statistics of the miRNA analysis are summarized in Table S1. We obtained 117, 267 and 647 raw reads that corresponded to an average of 12, 11 and 16 million reads 1 and 24 h after PpPep2 application and control, respectively. Moreover, 92% of pre_miRNA genes annotated in the *P. persica* NCBIv2.38 genome produced any read pair in any analyzed sample, while 16 of 210 annotated genes (i.e., 8%) did not produce any read pair. 

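Table S1 lists between 9511384 and 16961272 raw reads per library, 117267647 in all. The raw reads were 13821133, 16412130 and 16961272 in the control replicates, 11364450, 13212674 and 12218813 at 1 h and 12436916, 11328875 and 9511384 at 24 h. Only 0.704% to 3.48% of these raw reads were behind the normalized counts of pre_miRNA genes, as read from the step between low values. The depth on pre_miRNA genes ran from 115518 reads in control replicate 2 to 546679 reads in control replicate 3, a 4.73-fold range, although control replicate 2 had the second highest number of raw reads. The smallest amount that the depth can show, taken as 3 reads, was 1.46 normalized counts in control replicate 3 and 8.53 in control replicate 2. These floors cover counting error only, since reads amplified by PCR are not independent molecules.

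**Figure D1:**
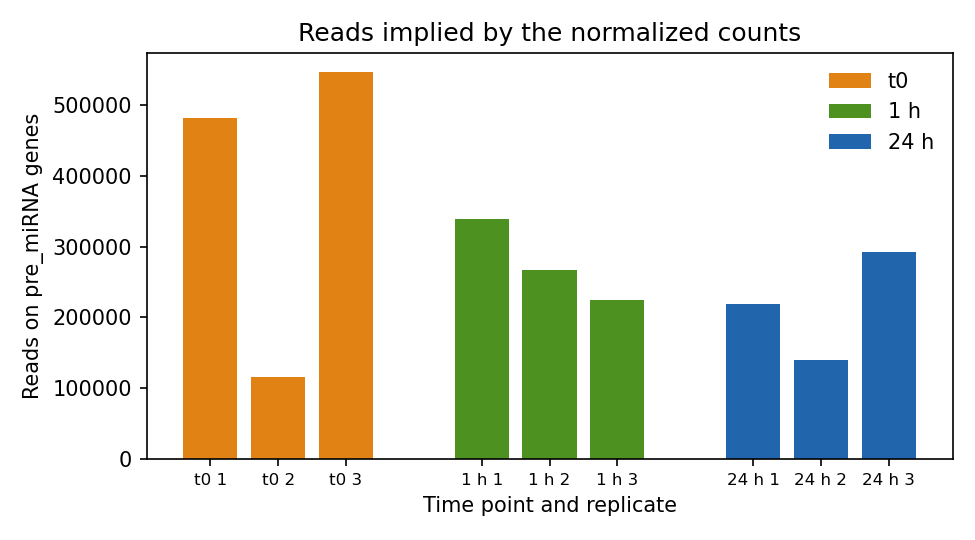
Reads on pre_miRNA genes in each of the 9 libraries (y axis), calculated as the total of the normalized counts divided by the value of 1 read, with the bars coloured by time point. Control replicate 2 is the lowest at 115518 reads and control replicate 3 the highest at 546679.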

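Of the listed genes, 194 (92.4%) had a normalized count above 0 in at least 1 library and 16 (7.6%) were at 0 in every library. The number of genes above 0 followed the depth within the control group, with 146 genes in control replicate 2 and 182 in control replicate 3. At 1 h it was 157 to 170 genes, and at 24 h it was 150 to 160. Counts above 0 were found in all 9 libraries for 123 genes (58.6%). A gene at 0 in a library was not detectable at that depth, which is not the same as being absent.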

A total of 157 of the annotated pre_miRNAs (i.e., 75%) were consistently detected in all three replicates of at least one condition and reached values up to ~10^5^ normalized counts (Table S2).

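A normalized count above 0 in all 3 replicates of at least 1 condition was found for 157 genes (74.8%). Taken by condition, this held for 141 genes (67.1%) at t0, 138 (65.7%) at 1 h and 139 (66.2%) at 24 h. The highest value, 105560 normalized counts, belonged to ENSRNA049996936 in replicate 2 at 1 h. This gene alone took between 14.5% and 28.8% of the normalized counts of a library, and the 3 highest genes of each library together took between 36.9% and 47.7%. Detection in all replicates did not always come with enough reads for a test, as 23 of the 157 genes had a mean under 5 normalized counts.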

The processed data’s principal component analysis (PCA) (Figure 1) reveals that the main miRNA transcriptomic changes can be attributed to the Pep2 treatment and time-course condition. Untreated and the two Pep2-treated samples are widely separated across the main component (PC1), which explains up to 48.7% of data variability. It might be speculated that the variability within 1 h of biological replicates observed in PC2 (Figure 1) is linked to quick changes in miRNA levels occurring around this time.

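The PCA was calculated from log2(normalized count + 1) of the 50 genes with the largest variance, centred and not scaled. PC1 held 36.6% of the variance and PC2 23.1%. On PC1 the control libraries lay between -8.87 and -5.43, the 1 h libraries between -1.65 and -0.09 and the 24 h libraries between 5.05 and 11.96, so the ranges of the 3 groups did not overlap. The control libraries differed from the 6 PpPep2 libraries on PC1 (two-sided exact permutation test, p = 0.0238 over 84 splits, where the smallest possible is 0.0119). Between 1 h and 24 h the same permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. The share of PC1 moved most with 5 in place of 1 added before taking logs, to 44.8%.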

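The 1 h replicates scored -5.54, 2.87 and 11.05 on PC2, a standard deviation of 8.29 (n = 3). The standard deviation on PC2 was 1.64 (n = 3) for the control and 4.0 (n = 3) for 24 h, and the difference in spread was not tested. Across genes, the correlation of log2 values between 1 h replicates was 0.941 for replicates 1 and 2, 0.904 for replicates 1 and 3 and 0.957 for replicates 2 and 3. It was 0.954 to 0.976 between control replicates and 0.946 to 0.965 between 24 h replicates. Genes are not independent replicates, so these correlations describe the libraries only.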

Differential expression analysis was performed to compare samples obtained 1 h or 24 h after peptide treatment with control samples. 

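With limma and Benjamini-Hochberg adjustment, 19 of the 135 genes tested had an adjusted p under 0.05 at 24 h against the control and 1 at 1 h. Because the 1 h gene was also among those of 24 h, there were 19 DEMs in either comparison, or 9.0% of the 210 listed genes and 14.1% of those tested. At an unadjusted p under 0.05 there were 44 genes at 24 h and 17 at 1 h. Of the 19 DEMs, 17 are genes of Table 1 and the other two are ENSRNA050004180 and ENSRNA049996654, which Table 1 does not name. When each library was left out in turn, the number of DEMs at 24 h moved most, from 0 without control replicate 1 or 3, where 37 genes had an unadjusted p under 0.05, to 35 without replicate 1 of 1 h. When the 33 genes of Table 1 were adjusted alone, 31 passed at 24 h and 7 at 1 h, although that list was chosen on these same data and so the count shows no stability. At 24 h the 3 libraries lay all above or all below the 3 control libraries for 32 of the 33 genes and for 56 (41.5%) of the genes tested, where chance gives 10%.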

There were 33 differentially expressed miRNAs overall (DEMs, adj. *p* < 0.05) including the ones found in the comparisons of both time points against the control group (Figure 2, Table S2), which represents up to 15% of annotated *P. persica* miRNAs in the Ensembl Plants database. Thus, miRNAs seem to be involved in the peach response to PpPep2, which is in coherence with their role in plant immunity.

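The smallest adjusted p at 24 h, 0.0144 by limma with Benjamini-Hochberg adjustment, was shared by miR7122b, miR7122a, miR169d, miR535a and miR390. Among these, miR7122b (ENSRNA049995981) rose from 115 ± 4.08 (SD, n = 3) normalized counts at t0 to 368 ± 67.2 (SD, n = 3) at 24 h, a log2 fold change of 1.65 (standard error 0.30). The largest fall of the 5 was that of miR169d (ENSRNA049996028), from 47.7 ± 9.32 (SD, n = 3) to 10.1 ± 6.65 (SD, n = 3), with a log2 fold change of -2.28 (standard error 0.42). With each library left out in turn, the log2 fold change stayed between 1.51 and 1.76 for miR7122b and between -2.74 and -1.91 for miR169d, and each kept its call in 7 of these 9 fits. From the DEMs found in the comparisons against the control, the paper proposes that miRNAs take part in the peach response to PpPep2, and it relates this to their known role in plant immunity.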

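Both time points gave an adjusted p under 0.05 for miR535a (ENSRNA049997194) and for no other gene. Its normalized counts were 167 ± 43.2 (SD, n = 3) at t0, 37.1 ± 9.99 (SD, n = 3) at 1 h and 43.4 ± 10.4 (SD, n = 3) at 24 h. The log2 fold change was -2.15 at 1 h (standard error 0.30, adjusted p = 0.00791, limma with Benjamini-Hochberg adjustment) and -1.92 at 24 h, and all PpPep2 libraries lay under all control libraries. It passed at 1 h in all 9 fits that each left out 1 library and at 24 h in 7 of them. The other 18 DEMs of 24 h had an adjusted p of 0.0802 or more at 1 h in the same test.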

Except for one DEM, all were regulated 24 h after peptide application, with only three being regulated as early as one hour after the treatment. 

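The normalized counts of miR167a (ENSRNA049997214) were 200 ± 35.3 (SD, n = 3) at t0, 495 ± 177 (SD, n = 3) at 1 h and 284 ± 79.2 (SD, n = 3) at 24 h. At 1 h the 3 libraries were all above the control libraries, and the log2 fold change was 1.264 (standard error 0.30) with an adjusted p of 0.0802 (limma, Benjamini-Hochberg). Over the alternatives with all replicates the adjusted p ran from 0.036 to 0.152, and it passed under 0.05 when the libraries were scaled to the same upper quartile and when replicate 1 of 1 h was left out. At 24 h the log2 fold change was 0.49 (adjusted p = 0.286 by limma with Benjamini-Hochberg adjustment) and the groups overlapped. Tested directly, the change from 1 h to 24 h was -0.78 on the log2 scale (adjusted p = 0.336 by limma with Benjamini-Hochberg adjustment).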

The remaining DEM was transiently upregulated one hour after PpPep2 application (Figure 2, Table 1). In response to PpPep2, 40% of DEMs were upregulated and 60% were downregulated. This is in contrast with the quick and massive mRNA changes observed in peach leaves in response to the same PpPep2 treatment. 

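Of the 19 DEMs at 24 h, 7 (36.8%) were upregulated and 12 (63.2%) downregulated. This balance depended on how the libraries were scaled and on counting genes with the same mature sequence separately. When such genes of Table 1 were summed, 8 DEMs at 24 h were upregulated and 8 downregulated. When the libraries were brought to the same total over miRNA genes, 4 of 22 DEMs (18.2%) were upregulated, and when brought to the same upper quartile, 21 of 29 (72.4%). The median log2 fold change of the genes tested at 24 h was -0.01 with the authors' normalization, -0.30 with the same total and 0.37 with the same upper quartile, and at 1 h it was -0.03, -0.20 and 0.39, so that directions are relative to these shifts. Of the 33 genes of Table 1, 13 had a higher and 20 a lower mean log2 value at 24 h than at t0. Neither scaling changed these directions except for miR8127, whose log2 fold change was 0.06 with the same upper quartile.

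**Figure D2:**
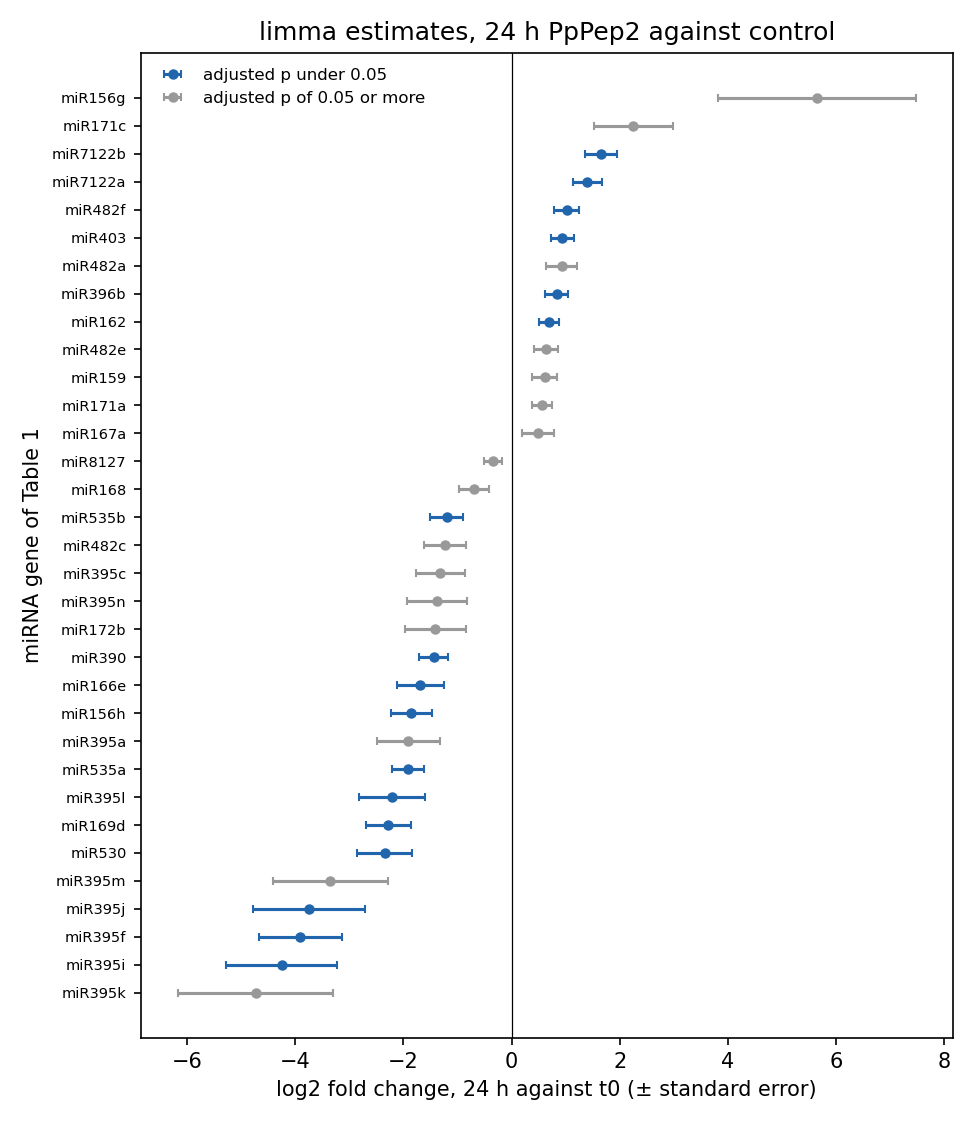
Log2 fold change of the 33 genes of Table 1 at 24 h against t0 (x axis, limma on log2(normalized count + 1)), with bars for the standard error and blue points for an adjusted p under 0.05 after Benjamini-Hochberg adjustment. Of these genes 17 are blue, 13 lie to the right of 0 and 20 to the left, with miR8127 moving to the right at 0.06 when the libraries are scaled to the same upper quartile.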

One hour after PpPep2 application, there was a peak in regulation affecting 1255 peach genes (ca. 5% of the total *P. persica* genes), with the vast majority upregulated and regaining normal levels within the next 24 (in some cases 48) h. Regulation was first detected 24 and 48 h after peptide application for a much smaller number of DEGs (i.e., 1.2% and 0.8% peach genes, respectively) [7]. The same pattern was described in *Arabidopsis* after treatment with the corresponding AtPep2, regulating up to 17% of genes two hours upon peptide application and 2.5% of genes ten hours later [17].

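The genes of Table 1 fall into 18 families, 12 of them with a single gene. At least 1 member was a DEM at 24 h in 12 families. Both members were DEMs in the miR535 family, where both fell, and in the miR7122 family, where both rose, and neither scaling of the libraries reversed these directions. The miR156 and miR482 families held genes of both directions. No gene passed an adjusted p of 0.05 in 6 families, miR159, miR167, miR168, miR171, miR172 and miR8127, whose smallest adjusted p ran from 0.0643 for miR171 to 0.286 for miR167 (limma, Benjamini-Hochberg). The largest families were miR395 with 9 genes and miR482 with 4, or 27.3% and 12.1% of the list.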

The 33 DEMs belong to 18 families: ppe-MIR156, ppe-miR159, ppe-miR162, ppe-MIR166, ppe-MIR167, ppe-miR168, ppeMIR169, ppe-miR171, ppe-MIR172, ppe-MIR390, ppe-MIR395, ppe-miR396, ppe-miR403, ppe-MIR482, ppe-miR530, ppe-MIR535, ppe-miR7122 and ppe-miR8127 (Table 1 and Table S2). It is known that miRNA molecules derived from many of these DEMs take part in the response to diseases caused by bacteria (e.g., miR156, miR159, miR167, miR169, miR390, miR482), fungi (miR156, miR168, miR396, miR482), viruses (e.g., miR159, miR171, miR395, miR482) and parasitic nematodes (e.g., miR167a) (see a review in [39] and references therein). This is consistent with their involvement in the PpPep2-driven defense response. Despite the known role of PAMPs and DAMPs in eliciting PTI, as well as the role of miRNAs in fine-tuning the defense response, only Li and colleagues (2010) [19] identified miRNAs involved in PAMP-triggered plant innate immunity using flg22 and *Arabidopsis thaliana*. When flg22 was applied, a number of miRNAs were found to be regulated and to bind AGO1. Here, we show that some of these flg22-regulated miRNAs (e.g., miR156, miR167, miR168, miR169, miR396) were also regulated by the DAMP PpPep2 in peach. Thus, there is some correlation between the miRNA response to PAMPs and DAMPs. Nevertheless, we identified a number of DEMs specific to PpPep2, notably those belonging to the ppe-MIR395 family but also those belonging to the ppe-miR171, miR7122, ppe-miR530, ppe-MIR535 and ppe-MIR166 families.

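In the peach libraries, miR156h (ENSRNA049996563) fell from 693 ± 171.2 (SD, n = 3) normalized counts at t0 to 188 ± 37.5 (SD, n = 3) at 24 h, with a log2 fold change of -1.86 (standard error 0.38, adjusted p = 0.0178, limma with Benjamini-Hochberg adjustment). The call held in 5 of the 9 fits that each left out 1 library. Its mature sequence is also that of miR156g, so the reads of the 2 genes are not told apart by it. The counts of miR396b (ENSRNA050003821) rose from 8203 ± 669 (SD, n = 3) to 14798 ± 3298 (SD, n = 3), a log2 fold change of 0.83 (standard error 0.21, adjusted p = 0.0363 by the same limma test with Benjamini-Hochberg adjustment). Among the alternatives that lost this call were libraries scaled to the same total and limma without the trend, the adjusted p ranging from 0.0168 to 0.0631 over the alternatives with all replicates, and the call held in 3 of the 9 fits that each left out 1 library. For miR168 (ENSRNA049996833) the counts were 788 ± 210 (SD, n = 3) at t0 and 485 ± 98.2 (SD, n = 3) at 24 h. A log2 fold change of -0.69 did not pass (adjusted p = 0.122, limma with Benjamini-Hochberg adjustment), and none of the 19 alternatives run for single genes brought it under 0.05.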

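The miR7122a gene (ENSRNA049995989) rose from 2506 ± 77.5 (SD, n = 3) normalized counts at t0 to 6695 ± 1227 (SD, n = 3) at 24 h, a log2 fold change of 1.40 (standard error 0.26). For miR530 (ENSRNA050003167) the counts fell from 391 ± 88.5 (SD, n = 3) to 76.0 ± 18.7 (SD, n = 3), with a log2 fold change of -2.35 (standard error 0.51, adjusted p = 0.0246, limma with Benjamini-Hochberg adjustment). With a library left out, the call held in 5 of 9 fits for miR7122a and in 4 of 9 for miR530. The miR171 genes did not reach an adjusted p of 0.05. Their counts went from 74.2 ± 4.23 (SD, n = 3) to 111 ± 19.0 (SD, n = 3) for miR171a (ENSRNA049996592) and from 3.61 ± 3.16 (SD, n = 3) to 15.8 ± 4.76 (SD, n = 3) for miR171c (ENSRNA049996633). The log2 fold changes were 0.56 (adjusted p = 0.0729) and 2.25 (adjusted p = 0.0643) in the same limma test with Benjamini-Hochberg adjustment. In both cases the 24 h libraries were all above the control, and both passed with the same upper quartile, where the adjusted p was 0.0287 for miR171a (0.0287 to 0.416 over the alternatives with all replicates) and 0.0443 for miR171c (0.0374 to 0.102). The miR171a and miR171c genes have the same mature sequence in Table 1, which does not tell their reads apart.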

### 2.2. Analysis of Peach miRNA Response to PpPep2 on the Level of Processes

Mature DEM sequences are what constitute functional miRNA molecules. The mature DEM sequences were deduced using a combined analysis of two different databases i.e., Ensembl, encompassing the peach genome, and miRBase, compiling *P. persica* miRNAs. Note that, for six DEMs, i.e., ppe-MIR7112a and -b, ppe-MIR482a and -c, ppeMIR8127 and ppe-MIR395a, there were two different possible mature sequences that corresponded to the forward (5p) and the complementary (3p) strands, respectively. In these cases, the two sequences were considered potential functional miRNAs for further analyses. In consequence, there were 39 deduced mature miRNAs regulated by PpPep2. 

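The 39 mature sequences of Table 1 come from 33 genes and hold 29 distinct sequences. The sequence CUGAAGUGUUUGGGGGAACUC is listed for 8 genes, MIR395c, f, i, j, k, l, m and n. MIR156g and MIR156h share UUGACAGAAGAUAGAGAGCAC, and miR171a and miR171c share UGAUUGAGCCGUGCCAAUAUC. For MIR482c the 3p and the 5p sequence are listed as the same UUCCCAAGCCCGCCCAUUCCAA. A read of a shared mature sequence does not tell which gene it came from, and the normalized counts of these genes depend on how the authors' quantification divided such reads. When the genes of Table 1 with a shared sequence were summed, 16 of the 126 features tested were DEMs at 24 h and 1 at 1 h (limma, Benjamini-Hochberg). Genes outside Table 1 were left unsummed, since their mature sequences were not used here. Of the 16, 8 were upregulated and 8 downregulated.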

The majority (74% of them) were 21 nt long, 22% had 22 nt and the remaining 5% were 20 nt long.

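By length, 29 of the sequences (74.4%) had 21 nt, 8 (20.5%) had 22 nt and 2 (5.1%) had 20 nt. The sequences of 22 nt belong to miR7122a, miR7122b and the MIR482 genes, and those of 20 nt to miR7122b and MIR395a.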

Then, psRNATarget [40] was used to conduct target prediction analysis based on these 39 sequences. Mature miRNAs direct the RISC to target genes through base pairing [41]; hence, target prediction is dependent on sequence homology and secondary structure. The psRNATarget algorithms also consider the fact that, in plants, a single target gene can be targeted by multiple miRNAs and that a single miRNA can have a large number of target genes [42]. Using a *p*-value threshold of 0.05, we identified a total of 2431 DEM predicted target genes (DEM-Ts). A range of 45 to 117 DEM-Ts were predicted for each DEM, with varying degrees of targeting probability based on miRNA and target complementarity (Table S3).

In order to assist the biological interpretation of miRNA changes in response to PpPep2, DEM-Ts were subjected to functional enrichment analysis. Figure 3 depicts the enriched GO terms associated with predicted targets of miRNAs with differential expression one hour and twenty-four hours after peptide treatment.

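At 1 h against t0, miR535a was the only gene with an adjusted p under 0.05 (limma, Benjamini-Hochberg), while 17 genes had an unadjusted p under 0.05. The 1 h libraries lay all above or all below the control libraries for 29 (21.5%) of the genes tested, where chance gives 10%, and for 14 of the 33 genes of Table 1. The number of DEMs at 1 h rose to 2 with the libraries scaled to the same total and to 4 with the same upper quartile. It moved most, to 18, when replicate 1 of 1 h was left out.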

One hour after PpPep2 treatment, there were just four DEMs. They had up to 322 predicted targets, and they primarily belonged to two molecular functions and six biological process terms that were related to ion transport and homeostasis (Figure 3A). “Cation transmembrane transport activity”, “cellular homeostasis” and, specifically, “ion homeostasis” and “cation homeostasis” were the terms with the highest gene number and rich factor. Effector perception rapidly triggers ionic flux (mainly affecting Ca^2+^, H^+^, K^+^, Cl^−^ and NO^3−^), which leads to extracellular alkalinization that triggers the PTI response [43].

Moreover, we previously described that there was a quick and transient regulation of genes related to “calcium transport” and “calcium signaling” terms in peach leaves treated with PpPep2 in an RNA-Seq transcriptome analysis approach [7]. Our miRNA results suggest that miRNAs (particularly ppeMIR156h, ppe-MIR167a, ppe-MIR535a and/or ppe-MIR535b) play a role in these quick initial steps of PTI.

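The counts of miR156h, which has the mature sequence of miR156g, were 289 ± 165 (SD, n = 3) normalized counts at 1 h, a log2 fold change of -1.37 from t0 (standard error 0.38, adjusted p = 0.143, limma with Benjamini-Hochberg adjustment). For miR535b (ENSRNA049997189) they were 466 ± 129 (SD, n = 3) at t0, 178 ± 56.3 (SD, n = 3) at 1 h and 199 ± 31.8 (SD, n = 3) at 24 h. Its log2 fold change was -1.40 at 1 h (standard error 0.30, adjusted p = 0.0802) and -1.20 at 24 h (adjusted p = 0.0363), both by limma with Benjamini-Hochberg adjustment. The 1 h libraries of both genes were all under the control libraries. At 1 h miR535b passed with the libraries scaled to the same total (adjusted p = 0.0119, with 0.0119 to 0.159 over the alternatives with all replicates), and both genes passed without replicate 1 of 1 h. Alternatives that lost the 24 h call of miR535b include the same upper quartile and limma without the trend (adjusted p from 0.00952 to 0.117 over the alternatives with all replicates), and it held in 3 of the 9 fits without 1 library.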

One day after PpPep2 treatment, there was a stronger miRNA response than at the earlier time, i.e., 39 DEMs. 

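Beside the DEMs of 24 h already given, miR403 (ENSRNA049996042) rose from 1307 ± 176 (SD, n = 3) normalized counts at t0 to 2510 ± 341 (SD, n = 3), a log2 fold change of 0.94 (standard error 0.21, adjusted p = 0.0246, limma with Benjamini-Hochberg adjustment). For miR162 (ENSRNA049996910) the counts rose from 2901 ± 200 (SD, n = 3) to 4694 ± 609 (SD, n = 3), with a log2 fold change of 0.69 (standard error 0.18, adjusted p = 0.0377 by the same limma test). At 1 h the log2 fold changes of these genes were 0.47 and 0.08, and that of miR162 was -0.08 with the libraries scaled to the same total. The 24 h call of miR162 was lost among others with that scaling (adjusted p = 0.106, limma with Benjamini-Hochberg adjustment, 0.0186 to 0.106 over the alternatives with all replicates) and held in 2 of the 9 fits that each left out 1 library. For miR403 the adjusted p ran from 0.012 to 0.0516 over the alternatives with all replicates (limma, Benjamini-Hochberg), and its call held in 5 of these 9 fits. For miR159 (ENSRNA050003799), counts of 82.4 ± 7.52 (SD, n = 3) at t0 and 128 ± 27.6 (SD, n = 3) at 24 h gave a log2 fold change of 0.61 that did not pass (adjusted p = 0.0999, limma with Benjamini-Hochberg adjustment), although it did with the same upper quartile (0.0287, with 0.0287 to 0.373 over the alternatives with all replicates).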

Their corresponding DEM-Ts were associated with 47 GO terms (Figure 3B).

The GO terms with the highest gene number and rich factor were related to binding (specifically, the heterocycling compound, organic compound, carbohydrate, protein and ion binding), and “nucleotide binding and transcription regulation”. Again, there was the regulation of biological processes, mainly linked to the “defense and response to stress” and “phosphorylation and kinase activity”. All these processes are integral to the PTI-like response. Phosphorylation events involving receptors and co-receptors of PAMPs and DAMPs (including PEPR), MAPK cascades and downstream TFs are essential parts of the signal transduction mechanisms. This suggests that miRNAs would have an active role in PTI regulation at these stages. In coherence, there was also the enrichment of GO terms related to signaling, cell communication and membrane and cell wall modifications, also linked to PTI.

### 2.3. miRNAs Participate in PpPep2-Driven Regulation of Genes Involved in the Defense Response

Experimental data on the expression patterns of DEM-Ts in response to 1 μM of PpPep2 treatment were used to identify which of these genes are regulated by PpPep2 at the mRNA level. We previously used RNA-Seq to identify peach leaf differentially expressed genes (DEGs) in response to 1 μM of PpPep2 treatment for 1, 24 and 48 h [7]. The intersection of DEGs with all 2431 DEM-Ts retrieved 176 genes (Table 2), corresponding to 7.2% DEM-Ts and 8.9% PpPep2 DEGs. Therefore, both these genes were regulated by PpPep2 at the mRNA level and are predicted targets of PpPep2-regulated miRNAs. Remarkably, there was at least one DEM-T for every DEM. This supports this subset of DEGs are targets of DEMs; and further suggests that the identified miRNAs are involved in the PpPep2-driven regulation of this specific set of genes.

To gain insight into their role, these 176 DEM-Ts were subjected to enrichment analysis (Figure 4). There were 36 enriched GO terms (*p* < 0.05) that were mainly related to protein phosphorylation and cell communication biological processes and to protein kinase and ADP binding activities. We determined the genes that participated in each enriched GO term, as well as their corresponding DEMs (Table S4).

The enrichment pathways (Figure 4) align with the defense-related roles of PpPep2. We previously used RNA-Seq to show that the topical application of PpPep2 onto peach trees is similar to that of Arabidopsis to its specific AtPeps [17] and mimics the natural PTI response [7]. The initial PTI signal transduction steps involve the phosphorylation of different proteins, notably PEPR and co-receptors and MAP kinases that subsequently regulate the transcription of genes participating in the defense response [3,5,43]. MIR390, MIR482a and MIR8127 were predicted to target a number of genes related to protein phosphorylation and kinase activity. These and MIR482c, e and f were anticipated to target genes with nucleoside or nucleotide binding activity. The topic application of PpPep2 quickly regulates biotic stress receptors, signaling through receptor kinases, and RNA transcription. These results suggest that miRNAs, in particular MIR390, MIR482 and MIR8127, are involved in Pep-driven PTI regulation at these initial stages.

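In the libraries, miR482a (ENSRNA049996187) had 324 ± 71.0 (SD, n = 3) normalized counts at t0, 501 ± 127 (SD, n = 3) at 1 h and 620 ± 142 (SD, n = 3) at 24 h. Its log2 fold change was 0.62 at 1 h (adjusted p = 0.354) and 0.93 at 24 h (standard error 0.29, adjusted p = 0.058), both by limma with Benjamini-Hochberg adjustment. It passed at 24 h with a minimum mean of 20, with the same upper quartile (0.0287) and with only the 6 libraries compared (0.0363), the adjusted p running from 0.0287 to 0.109 over the alternatives with all replicates. For miR8127 (ENSRNA049996319) the counts were 1745 ± 82.2 (SD, n = 3), 1803 ± 286 (SD, n = 3) and 1372 ± 38.0 (SD, n = 3). At 24 h its log2 fold change was -0.35 (standard error 0.16, adjusted p = 0.175, limma with Benjamini-Hochberg adjustment), with all 3 libraries under the control libraries.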

The transcriptome response of peaches to PpPep2 involves genes participating in signaling and hormone metabolism. In agreement, here we find the PpPep2-driven regulation of MIR166e, MIR168, MIR172b and MIR482a, c-3p, e and f, which predictably target genes with cell communication roles.

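The counts of miR166e (ENSRNA049996894) fell from 2574 ± 447 (SD, n = 3) normalized counts at t0 to 801 ± 158.7 (SD, n = 3) at 24 h, a log2 fold change of -1.69 (standard error 0.44, adjusted p = 0.0363, limma with Benjamini-Hochberg adjustment). Alternatives that lost this call include the same upper quartile and limma without the trend (adjusted p from 0.00246 to 0.0635 over the alternatives with all replicates), and it held in 3 of the 9 fits that each left out 1 library. For miR172b (ENSRNA049996345) the counts were 113 ± 27.7 (SD, n = 3) at t0, 116 ± 83.3 (SD, n = 3) at 1 h and 42.8 ± 13.9 (SD, n = 3) at 24 h. The change of miR172b at 24 h was -1.41 on the log2 scale (standard error 0.56, adjusted p = 0.122, limma with Benjamini-Hochberg adjustment). For miR482c (ENSRNA049996546) counts of 4406 ± 455 (SD, n = 3) at t0 and 1915 ± 518 (SD, n = 3) at 24 h gave a log2 fold change of -1.24 (standard error 0.39, adjusted p = 0.0638, limma with Benjamini-Hochberg adjustment). Both genes passed with only the 6 libraries compared, at an adjusted p of 0.0168 for miR172b (0.0168 to 0.21 over the alternatives with all replicates) and 0.0109 for miR482c (0.0109 to 0.16). All 24 h libraries of these 3 genes were under all control libraries.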

miRNAs modulate gene expression by binding to specific mRNAs and targeting them for cleavage or by directing translational inhibition at the mRNA level [44]. In accordance, for those inducing mRNA cleavage, we might expect the overexpression of a given miRNA to result in the downregulation of target gene mRNA levels and vice versa. We thus compared the expression patterns of DEMs and those of DEM-Ts that are differentially expressed in peach leaves in response to PpPep2 treatment. Most DEMs had one or more DEM-Ts whose expression patterns in response to PpPep2 were diametrically opposed to that of the DEM (Table 2). Although there is no report on the role of these DEMs nor experimental proof of their target genes in peach trees, some have been studied in other species. MIR genes, such as MIR156 [45,46,47] and MIR390 [45,48,49,50], are involved in plant development and the response to stress and participate in the growth and defense trade-off. Others, e.g., MIR482 and MIR395, seem to be more specifically involved in the plant defense responses [51,52].

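Normalized counts of MIR156g (ENSRNA049996926) were 2.49, 0 and 1.95 in the control replicates, 0, 114 and 164 in the 1 h replicates and 328, 23.5 and 158.5 in the 24 h replicates. The value of 1 read in these libraries puts the control replicates at a few reads or none. Its log2 fold change was 3.62 at 1 h (standard error 1.83, adjusted p = 0.354) and 5.64 at 24 h (standard error 1.83, adjusted p = 0.0643), both by limma with Benjamini-Hochberg adjustment. At 24 h all 3 libraries were above the control, but at 1 h replicate 1 was at 0 and the groups overlapped. With only the 6 libraries compared, the 24 h change passed (adjusted p = 0.00683, with 0.00683 to 0.0857 over the alternatives with all replicates), as it did without replicate 1 of 1 h. Leaving out libraries in turn moved the log2 fold change between 2.30 and 5.98 at 1 h and between 4.85 and 6.72 at 24 h. Among the 135 genes tested, MIR156g had the largest absolute log2 fold change at 24 h and the second largest at 1 h. The largest at 1 h was -3.77 for ENSRNA049996337, a gene singled out here after its values were seen. That value includes a 0 in replicate 3 of 1 h and ran from -5.52 to -1.11 with a library left out, so the order at 1 h is not settled. MIR156h has the same mature sequence, which does not tell the reads of the copies apart. Their summed counts were 694 ± 173 (SD, n = 3) at t0, 381 ± 90.8 (SD, n = 3) at 1 h and 358 ± 118 (SD, n = 3) at 24 h. On the log2 scale the sum changed by -0.86 at 1 h and -0.97 at 24 h (two-sided exact permutation test, p = 0.1 for each, the smallest that 3 against 3 allow).

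**Figure D3:**
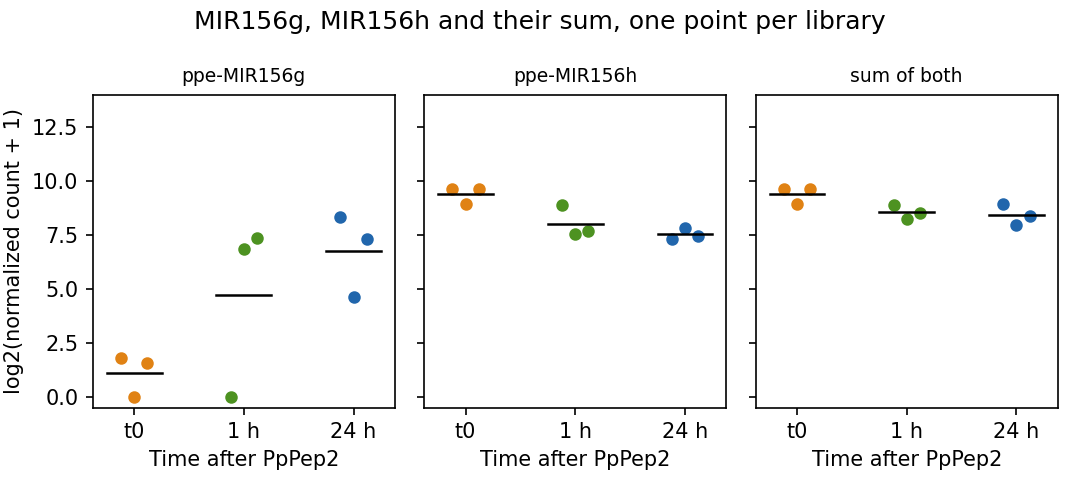
Log2(normalized count + 1) of MIR156g, MIR156h and their sum (y axis) at t0 and 1 and 24 h after PpPep2 (x axis), with a point per library and a line at the mean of each group. MIR156g is at 0 in control replicate 2 and in replicate 1 of 1 h, while the sum fell by 0.97 at 24 h.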

We found that ppe-MIR156g was induced up to six and sevenfold in peach leaves treated with PpPep2 for 1 h and 24 h, respectively, being the most strongly regulated miRNA in these conditions. One of its DEM-Ts is the Squamosa Promoter-Binding-Like (SPL) protein Teosinte Glume Architecture 1 (TGA1) (Table 2), whose mRNA levels were also regulated by PpPep2 in the same peach system [7]. In agreement, ZmMIR156g proved to target TGA1 in maize [47,53]. The evolutionary conserved MIR156 family members are known to target SPLs, whose mRNA levels increase during shoot development as MIR156 expression gradually declines in abundance [45]. MIR156 family members are induced to arrest development under stress conditions, and their miRNAs are suppressed when the plants are returned to favorable conditions, allowing the developmental transition to be accelerated [46].

In peach leaves, we found a negative relation between ppe-MIR390 and its DEM-T, Leucine-Rich Repeat, upon the application of PpPep2 for 1 h and 24 h. 

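The normalized counts of MIR390 (ENSRNA050003783) were 416 ± 68.5 (SD, n = 3) at t0, 299 ± 103 (SD, n = 3) at 1 h and 152 ± 24.6 (SD, n = 3) at 24 h. Its log2 fold change was -0.52 at 1 h (standard error 0.27, adjusted p = 0.362, limma with Benjamini-Hochberg adjustment), where the groups overlapped, and -1.44 at 24 h, where all libraries were under the control libraries. The 24 h call kept an adjusted p between 0.00355 and 0.0492 over the alternatives with all replicates, and it passed in 6 of the 9 fits that each left out 1 library.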

A similar relation was described in apple tree, where mdm-miR390a overexpression enhanced the sensitivity to Alternaria infection through the downregulation of MdLRR8 and the LRR-LRK serine/threonine-protein kinase MdRPK2. This way, the fungal induction of apple mdm-miR390a increases the susceptibility of the plant host to infection [48]. Our results suggest that endogenous peptides such as PpPep2 may contribute to pathogen resistance by the downregulation of ppe-MIR390 and the parallel upregulation of LRR. The downregulation of MIR390 in response to stress results in the suppression of growth and yield reduction in rice and *Arabidopsis* [49,54], which might as well be an effect of PpPep2.

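At 24 h the log2 fold changes of the MIR482 genes of Table 1 were positive for MIR482a, e and f and negative for MIR482c, and neither scaling of the libraries reversed them. MIR482f (ENSRNA049996209) rose from 3215 ± 311 (SD, n = 3) normalized counts at t0 to 6556 ± 909 (SD, n = 3), a log2 fold change of 1.02 (standard error 0.23, adjusted p = 0.0246, limma with Benjamini-Hochberg adjustment). MIR482e (ENSRNA049996194) had 534 ± 103 (SD, n = 3) at t0 and 825 ± 102 (SD, n = 3) at 24 h, a log2 fold change of 0.64 (standard error 0.22, adjusted p = 0.0729 by the same limma test), and it passed with the same upper quartile (0.0402, with 0.0402 to 0.257 over the alternatives with all replicates). MIR482f was the only DEM among the 4, with an adjusted p from 0.00565 to 0.0585 over the alternatives with all replicates (limma, Benjamini-Hochberg), and it held its call in 3 of the 9 fits that each left out 1 library.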

The MIR482 family is highly represented among PpPep2-regulated MIRs, with four DEMs out of six annotated miRNAs (MIR482a-3p, MIR482c-3p, MIR482e, MIR482f), representing 66% of the family. Various PpPep2-regulated Resistance (R) genes were among MIR482 DEM-Ts, e.g., putative disease resistance protein RGA3 (ppe-MIR482e target), disease resistance RPP13-like protein 1 (ppe-MIR482f target) and the receptor-like protein kinase FERONIA (ppe-MIR482a-3p target). As expected for miRNA regulation, the expression patterns of these miRNAs and their predicted targets are inversely related (Table 2). Thus, peach MIR482 seems to be related to regulation of the defense response. In agreement, previous studies showed that MIR482 genes target members of different R gene families in apple, cotton, soybean, *Medicago truncatula* and various Solanaceae species, e.g., tomato and potato [48,55,56,57]. In *Arabidopsis*, MIR482 regulates an NBS-LRR-type R protein that inhibits jasmonic acid (JA) signaling and positively regulates immunity [51].

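Among the MIR395 genes of Table 1, MIR395f, i, j and l were DEMs at 24 h with limma and Benjamini-Hochberg adjustment. The smallest adjusted p was that of MIR395f (ENSRNA049996180), 0.0165, which fell from 52.8 ± 13.6 (SD, n = 3) normalized counts at t0 to 3.74 ± 3.31 (SD, n = 3) at 24 h. The adjusted p of MIR395a, c, k, m and n ran from 0.0569 to 0.125 (limma, Benjamini-Hochberg). Each of these 5 passed under at least 1 alternative, such as the scaling to the same total, and MIR395j and l lost their call under others, such as the model without the trend in limma. For MIR395i the adjusted p ran from 0.0165 to 0.0581 over the alternatives with all replicates (limma, Benjamini-Hochberg). Of the 9 fits that each left out 1 library, the call held in 6 for MIR395f, 4 for MIR395i and 2 each for MIR395j and l. No MIR395 gene was a DEM at 1 h. Of these genes, 8 have the same mature sequence, which does not tell their reads apart.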

Up to 27% of DEMs identified in this study were classified in the MIR395 family; nine out of fifteen annotated peach MIR395 members were DEMs (i.e., ppe-MIR395a, -c, -f, -i, -j, -k, -l, -m and -n). All nine ppe-MIR395 family members were downregulated after the PpPep2 application and shared a common mature sequence, which was predicted to target Sulfate Transporter 2.1 (SULTR2) and ATP Sulfurylase (ATPS) transcripts (Table 2). These sulfate-related genes were upregulated one day after PpPep2 treatment. 

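The 9 MIR395 genes were all lower at 24 h than at t0, with all 24 h libraries under all control libraries, and the direction held under both scalings of the libraries. Leaving out MIR395m, log2 fold changes ran from -4.73 for MIR395k (ENSRNA049996172, standard error 1.44) to -1.32 for MIR395c (ENSRNA049996130, standard error 0.46). The 24 h libraries of MIR395m (ENSRNA049996069) were all under the floor of 3 reads, and against that floor its mean was at least 3.05-fold lower than at t0. At 1 h all 9 log2 fold changes were negative, but that of MIR395n was 0.17 without replicate 1 of 1 h. Because a shared mature sequence does not tell which copy a read came from, the counts were also summed. The sums cover only genes of Table 1, a list chosen on these same data. The paper counts further annotated MIR395 members, so a shift of reads to copies outside the sums is not excluded. The sum of the 9 genes was 8387 ± 2741 (SD, n = 3) normalized counts at t0, 4784 ± 3145 (SD, n = 3) at 1 h and 2229 ± 1076 (SD, n = 3) at 24 h. On the log2 scale it fell by 1.97 at 24 h (two-sided exact permutation test, p = 0.1, the smallest possible) and by 0.99 at 1 h (p = 0.2 in the same permutation test). Table 1 gives CUGAAGUGUUUGGGGGAACUC for 8 of the genes and CUGAAGUGUUUGGGGGGACCC for the 3p strand of MIR395a (ENSRNA049996107). The sum of the 8 fell from 2069 ± 643 (SD, n = 3) to 437 ± 104 (SD, n = 3) at 24 h, and MIR395a from 6318 ± 2115 (SD, n = 3) to 1792 ± 973 (SD, n = 3).

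**Figure D4:**
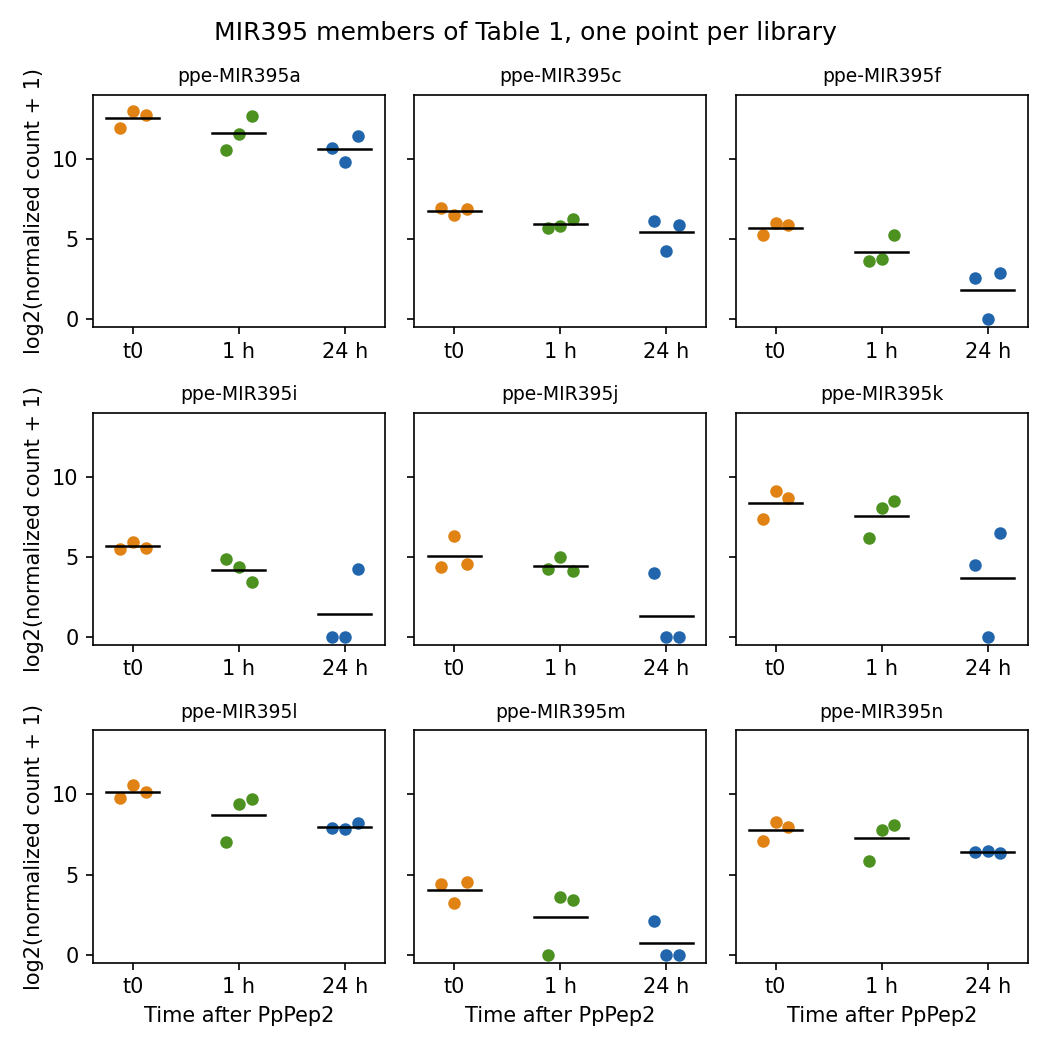
Log2(normalized count + 1) of the 9 MIR395 genes of Table 1 (y axis) at t0 and 1 and 24 h after PpPep2 (x axis), with a point per library and a line at the mean of each group. In every gene the 24 h libraries are under the control libraries, with 8 points at 0, and the means stay lower under both scalings of the libraries.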

SULTR2 and ATPS are involved in sulfate assimilation into glutathione, providing antioxidant protection against oxygen free radical-mediated damage brought on by pathogens [52,58]. This way, ppe-MIR395 seems to display a role in peach disease resistance, as previously observed in A. thaliana and eggplant [52,59]. In contrast to the Arabidopsis response to the PAMP flg22, MIR395 is among the most strongly regulated miRNAs in response to the exogenous application of the DAMP PpPep2 onto peach.

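By absolute log2 fold change at 24 h, MIR395k, i, f, j and m ranked 2, 4, 5, 6 and 7 among the 135 genes tested, behind MIR156g at 1 and with ENSRNA049997224, a gene named here after its values were seen, at 3. Their log2 fold changes were -4.25 for MIR395i (ENSRNA049996137, standard error 1.03), -3.91 for MIR395f (standard error 0.77) and -3.75 for MIR395j (ENSRNA049996115, standard error 1.04). At 1 h the best ranked MIR395 gene was MIR395m at 5, with -1.71 (standard error 1.07) and an adjusted p of 0.421 (limma, Benjamini-Hochberg). Low counts make these ranks uncertain, as 9 values of MIR395 genes were at 0 after PpPep2 and none was at 0 in the control libraries.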

Taken together, our results enhance the understanding of PpPep2 as a phytosanitary tool to boost peach tree defenses against pathogens, consolidating it as a promising plant disease management tool. PpPep2-driven miRNA regulation is compatible with pathogen defense stimulation and also the developmental arrest associated with stress resistance, which again mimics plant natural defense systems.

## 3. Materials and Methods

### 3.1. Plant Material and Peptide Treatments

Peach juvenile plants (*Prunus persica* var. Big Top) were produced using in vitro technology and grown in individual small pots by a professional grower (Agromillora Iberia S.A., Barcelona, Spain). Plant treatments were carried out as previously described [7]. Briefly, plants were acclimatized for two weeks in a glasshouse (21 °C, a 16/8 h light/dark photoperiod and 60% RH) prior to treatments with 1 µM of PpPep2 (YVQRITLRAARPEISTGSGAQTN, the full-length mature peptide of MW600837 [10,60], chemically synthesized by Caslo ApS (Lyngby, Denmark) with purity above 95% and the identity confirmed by MALDI-TOF. The five youngest fully expanded leaves of each plant were labeled, and PpPep2 was sprayed onto both abaxial and adaxial leaf surfaces. Plants were incubated under standard conditions in the glasshouse for 0, 1 and 24 h. Leaves were detached, and the leaf blades were immediately frozen in liquid nitrogen. The experimental design consisted of three replicates of nine plants per treatment.

### 3.2. RNA Extraction and Illumina Sequencing

RNA was extracted from a 200 mg aliquot of a ground leaf sample through a TRIzol-based procedure (Invitrogen Life Technologies, Carlsbad, CA, USA) followed by DNAse I (Ambion, Grand Island, NY, USA) digestion and purification with RNeasy MinElute Cleanup Kit (Qiagen, Sollentuna, Sweden). The estimation of RNA concentration was conducted using a NanoDrop ND1000 spectrophotometer (Nanodrop Technologies, Wilmington, DE, USA).

miRNA-Seq was carried out at the Centre Nacional d’Anàlisi Genòmica (CNAG) (Barcelona, Spain). Libraries were prepared using the NEBNext^®^ Small RNA Library Prep Set for Illumina^®^ kit (ref. E7330) (New England Biolabs, Ipswich, MA, USA) according to the manufacturer’s protocol. Briefly, RNA was subjected to adaptor 3′and 5′ ligation and first strand cDNA synthesis. Then, DNA fragments with adapter molecules on both ends were selectively enriched by a PCR using NEBNext^®^ Multiplex Oligos for Illumina (Index Primers Set 1, ref. E7335, Index Primers Set 2, ref. E7500, Index Primers Set 3, ref. E7710 and Index Primers Set 4, ref. E7730) (New England Biolabs, Ipswich, MA, USA). Purification steps were then performed using AgenCourt AMPure XP beads (ref. A63882) (Beckman Coulter, Brea, CA, USA), and final libraries were analyzed using the Agilent Bioanalyzer (ref. 5067-4626) (Agilent Technologies, Santa Clara, CA, USA) to estimate the quantity and check size distribution. A pool was conducted to perform size selection using 6% Novex TBE PAGE Gels (ref. EC6265BOX) (ThermoFisher Scientifics, Waltham, MA, USA), and, then, the final pool was quantified by qPCR using the KAPA Library Quantification Kit (ref. KK4835, KapaBiosystems) (Roche, Basel, Switzerland) prior to amplification with Illumina’s cBot. Libraries were sequenced 1 × 50 + 8 bp on the Illumina HiSeq2500 device (Illumina, San Diego, CA USA).

### 3.3. Bioinformatics Analysis

Small RNA-Seq reads were trimmed using Trim Galore version 0.6.6 [61] to remove adapter sequences and low-quality bases. Trimmed reads were mapped against *Prunus persica* reference genome (Prunus_persica_NCBIv2.38) using STAR software version 2.5.3a [62] with ENCODE parameters for small reads. Annotated genes were quantified using release 48 of Ensembl Plants annotation with RSEM version 1.3.0 [63], modifying the default parameter seed length parameter to 16 to improve alignment for small RNA-seq.

Differential expression analysis of annotated pre_miRNA gene biotypes between time points was conducted using the DESeq2 v1.26.0 R package [38]. DESeq2 performs independent filtering by default, using the mean of normalized counts as a filter statistic. Significance testing was performed with the Wald test, and *p*-values were adjusted using the Benjamini–Hochberg method for multiple test correction, and genes were considered statistically significant with an adjusted *p*-value below 0.05.

The miRNA gene target prediction was carried out using psRNATarget [40], which evaluates the complementarity between miRNA and target mRNA sequences and the accessibility of the mRNA based on its secondary structure with a scoring schema. The reliability of psRNATarget predictions is supported by the high recall rates reported in its benchmark analyses. According to the Nucleic Acids Research publication of the tool, psRNATarget achieved a recall rate of 97.3% for Arabidopsis thaliana and 82.7% for rice, demonstrating its capacity to accurately predict miRNA-target interactions across diverse plant species.

Gene Ontology enrichment analysis of miRNA-predicted gene targets was performed using the gprofiler2 v0.1.8 R package [64]. The analysis relies on a cumulative hypergeometric probability (Fisher’s one-tail test) to find the over-representation of GO terms from the Ensembl database within the significant gene target list. Principal component analysis (PCA) was carried out on normalized counts using the prcomp R function to assess sample variability. Visualization, including PCA, volcano plots and enrichment dot plots were generated using the R package ggplot2 v3.5.1 [65].

## 4. Conclusions

Here, we further analyze the mode of action of PpPep2, which causes PTI-like transcriptome reprogramming and enhances resistance to *Xap* in *P. persica* [7,10]. One hour and one day after peptide application, there were expression changes in up to 7% of peach genes. Furthermore, 1 day of pretreatment with chemically synthesized PpPep2 before exposure to massive doses of *Xap* results in about 50% reduction in the disease symptoms.

The miRNA-Seq analysis of the peach tree response to the application of PpPep2 showed that miRNAs participate in the Pep-triggered defense response of plants. About 15% of miRNA genes were regulated by PpPep2 within 24 h. For every DEM, there were some DEM-Ts that were regulated in response to the same PpPep2 treatment. Inversely, about 10% of the PpPep2-regulated protein-coding genes were DEM-Ts. These miRNAs appear directly involved in the PpPep2-driven regulation of their corresponding target genes, which are related to PTI-like processes. A number of experiments carried out in other plant species support the regulatory role of several of these miRNAs towards their predicted target genes in the context of defense and their balance versus growth.

Additionally, our findings indicate that the topical application of Peps activates plant immune systems, involving not only transcriptomic changes but also miRNA regulatory pathways. The parallelism between the plant response to the Pep topic application and natural defense mechanisms indicates its mechanism of action and the lack of safety concerns related to this natural phytosanitary product.

## Figures and Tables

**Figure 1:**
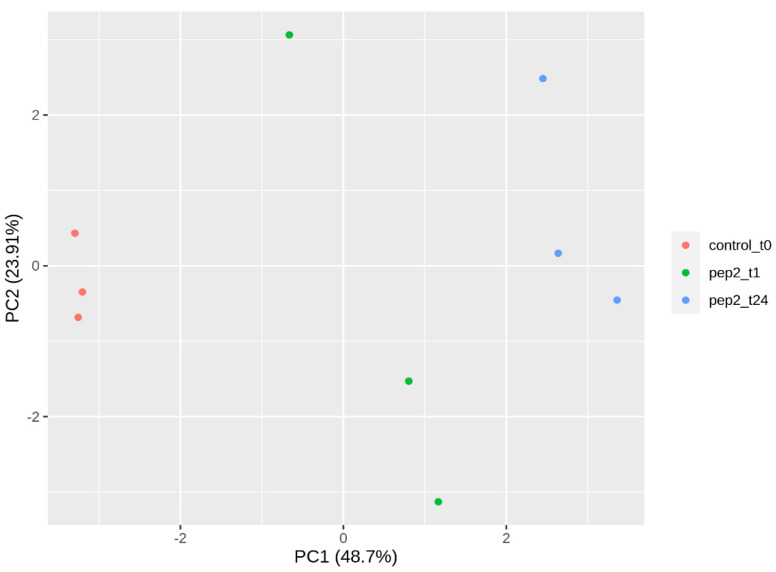
Principal component analysis (PCA) of log2 normalized expression data from the top 50 most variable miRNAs (DESeq2 1.20.0 package, [38]). Two principal components, PC1 and PC2, are represented. They have Eigenvalues above 1 and explain 48.7% and 23.91% of the variability, respectively. Colors represent the different peptide treatments: orange, time zero control (t0); green, 1 h PpPep2 (t1); and blue, 24 h PpPep2 (t24). Three biological replicates per sample are shown.

**Figure 2:**
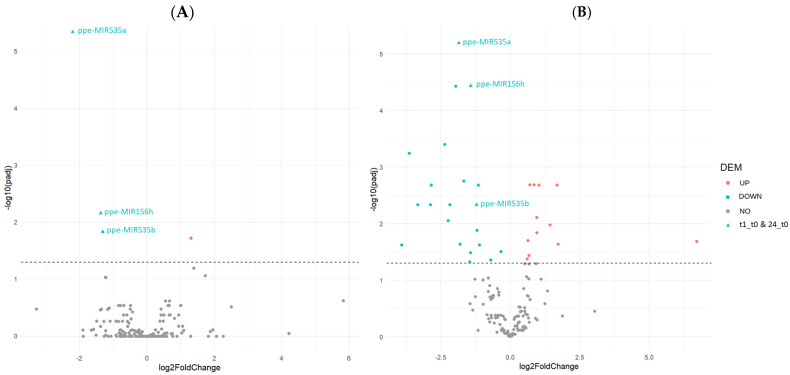
Volcano plots showing miRNA expression (expressed as log2FoldChange) 1 h after PpPep2 application in comparison to untreated control (**A**) and 24 h after PpPep2 application in comparison to untreated control (**B**); and the adj. *p*-value of the same comparisons (expressed as log10[adj. *p*]). The dashed line delimits differentially expressed miRNAs (DEMs), shown in red (upregulated DEMs, log2FC > 1) and blue (downregulated DEMs, log2FC < 1), from unregulated miRNAs (gray) using adj. *p* < 0.05. DEMs regulated at both comparisons are named and represented in triangles.

**Figure 3:**
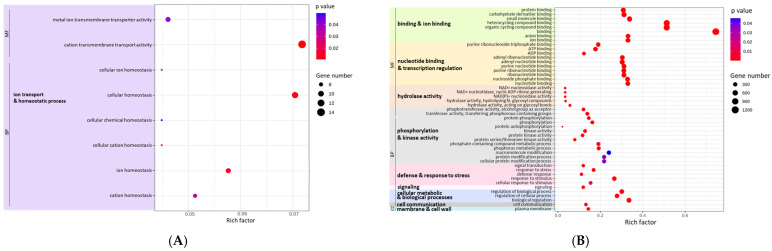
Enriched GO terms associated with DEM-Ts 1 h (**A**) and 24 h (**B**) after PpPep2 treatment of peach leaves. The *x*-axis indicates the rich factor (ratio of genes in the input list that are annotated to the function); and the *y*-axis shows the GO terms grouped into upper families shown in rainbow colors. GO terms are also classified into molecular function (MF), biological process (BP), or cellular component (CC) categories. Dot colors indicate *p*-values, shown in blue (0.05) to red (0.00). Dot radiuses are proportional to gene number (number of genes contributing to each GO term enrichment).

**Figure 4:**
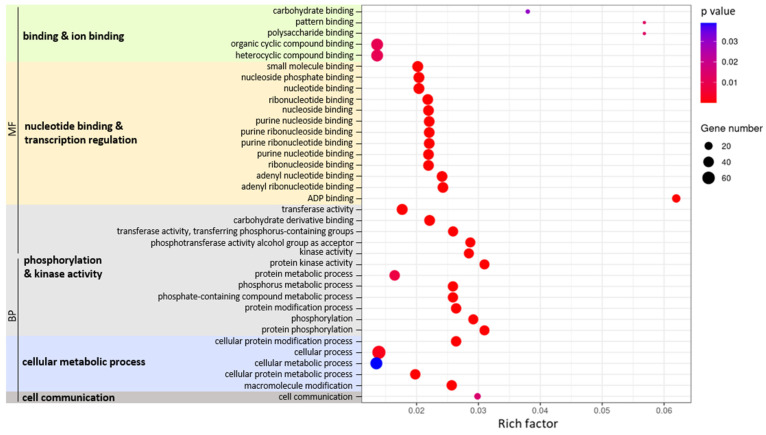
Enriched GO terms associated with DEM-Ts that were differentially expressed after 1 µM of PpPep2 treatment of peach leaves for 1 h, 24 h or 48 h. The *x*-axis indicates the rich factor (ratio of genes in the input list that are annotated to the function), and the *y*-axis shows the GO terms. GO terms are also classified into molecular function (MF) or biological process (BP) categories. Dot color indicate *p*-values, shown in blue (0.05) to red (0.00). Dot radiuses are proportional to the gene number (number of genes contributing to each GO term enrichment).

**Table 1:** *P. persica* leaf DEMs 1 and 24 h after PpPep2 topic application. For every DEM, the Ensembl (ID) and miRBase (miRNA) IDs are shown, together with their predicted mature sequences, average normalized counts in control (t0) and PpPep2-treated samples for one (t1) and 24 (t24) h and expression changes at every time point compared to t0 (log2 fold-values, t1_t0 and t24_t0).

ID	miRNA		Predicted Mature Sequence			Normalized Counts				t1_t0	t24_t0
			Strand	Sequence 5′-3′		t0	t1	t24			
ENSRNA049996926	ppe-miR156g		5p	UUGACAGAAGAUAGAGAGCAC		1	93	170		6.0	6.8
ENSRNA049996633	ppe-miR171c		5p	UGAUUGAGCCGUGCCAAUAUC		4	16	16		2.1	2.1
ENSRNA049995981	ppe-miR7122b		3p	CCGUGUUUCCUUGUAUAAAG		115	301	368		1.4	1.7
			5p	UUAUACAAUGAAAUCACGGUCG							
ENSRNA049995989	ppe-miR7122a		3p	GCCGUGUUUCUUUGUAUAAAG		2506	5006	6695		1.0	1.4
			5p	UUAUACAAUGAAAUCACGGCCG							
ENSRNA049996187	ppe-miR482a		3p	UUUCCGAAACCUCCCAUUCCAA		324	501	620		0.6	0.9
			5p	GGGUGAGAGGUUGCCGGAAAGA							
ENSRNA050003821	ppe-miR396b		5p	UUCCACAGCUUUCUUGAACUU		8203	12,003	14,798		0.5	0.9
ENSRNA049996209	ppe-miR482f		3p	UCUUUCCUACUCCACCCAUUCC		3215	4544	6556		0.5	1.0
ENSRNA049996042	ppe-miR403		3p	UUAGAUUCACGCACAAACUCG		1307	1823	2510		0.5	0.9
ENSRNA049996194	ppe-miR482e		3p	UUGCCUAUUCCUCCCAUGCCAA		534	608	825		0.2	0.6
ENSRNA049996910	ppe-miR162		3p	UCGAUAAACCUCUGCAUCCAG		2901	3101	4694		0.1	0.7
ENSRNA049996592	ppe-miR171a		3p	UGAUUGAGCCGUGCCAAUAUC		74	99	111		0.4	0.6
ENSRNA050003799	ppe-miR159		3p	UUUGGAUUGAAGGGAGCUCUA		82	106	128		0.4	0.6
ENSRNA049997214	ppe-miR167a		5p	UGAAGCUGCCAGCAUGAUCUA		200	495	284		1.3	0.5
ENSRNA049996319	ppe-miR8127		3p	UUCAAAGGGUACAUCCACAGU		1745	1803	1372		0.0	−0.3
			5p	CAACUGUGGACAUACCCUUUG							
ENSRNA049996833	ppe-miR168		5p	UCGCUUGGUGCAGGUCGGGAA		788	648	485		−0.3	−0.7
ENSRNA049997189	ppe-miR535b		5p	UGACGACGAGAGAGAGCACGC		466	178	199		−1.4	−1.2
ENSRNA049996546	ppe-miR482c		3p	UUCCCAAGCCCGCCCAUUCCAA		4406	2720	1915		−0.7	−1.2
			5p	UUCCCAAGCCCGCCCAUUCCAA							
ENSRNA049996130	ppe-miR395c		3p	CUGAAGUGUUUGGGGGAACUC		108	62	49		−0.8	−1.1
ENSRNA049996345	ppe-miR172b		3p	AGAAUCUUGAUGAUGCUGCAU		113	116	43		0.0	−1.4
ENSRNA050003783	ppe-miR390		5p	AAGCUCAGGAGGGAUAGCGCC		416	299	152		−0.5	−1.4
ENSRNA049996145	ppe-MIR395n		3p	CUGAAGUGUUUGGGGGAACUC		233	185	84		−0.3	−1.5
ENSRNA049996894	ppe-miR166e		3p	UCGGACCAGGCUUCAUUCCCC		2574	1091	801		−1.2	−1.7
ENSRNA049996107	ppe-miR395a		3p	CUGAAGUGUUUGGGGGGACCC		6318	3680	1792		−0.8	−1.8
			5p	GUUCCCUCAAACACUUCAUU							
ENSRNA049997194	ppe-miR535a		5p	UGACAACGAGAGAGAGCACGC		167	37	43		−2.2	−1.9
ENSRNA049996563	ppe-miR156h		5p	UUGACAGAAGAUAGAGAGCAC		693	289	188		−1.3	−1.9
ENSRNA049996028	ppe-miR169d		5p	UGAGCCAAGGAUGACUUGCCA		48	27	10		−0.8	−2.2
ENSRNA049996100	ppe-miR395l		3p	CUGAAGUGUUUGGGGGAACUC		1193	558	252		−1.1	−2.2
ENSRNA050003167	ppe-miR530		5p	UCUGCAUUUGCACCUGCACCU		391	178	76		−1.1	−2.4
ENSRNA049996115	ppe-miR395j		3p	CUGAAGUGUUUGGGGGAACUC		40	21	5		−0.9	−3.0
ENSRNA049996137	ppe-miR395i		3p	CUGAAGUGUUUGGGGGAACUC		50	19	6		−1.4	−3.1
ENSRNA049996172	ppe-miR395k		3p	CUGAAGUGUUUGGGGGAACUC		376	233	36		−0.7	−3.4
ENSRNA049996180	ppe-miR395f		3p	CUGAAGUGUUUGGGGGAACUC		53	20	4		−1.4	−3.8
ENSRNA049996069	ppe-miR395m		3p	CUGAAGUGUUUGGGGGAACUC		17	7	1		−1.3	−3.9

Color codes correspond to statistically up—(red) and down—(blue) regulated miRNAs in response to PpPep2, DESeq2 v1.26.0 adj. *p* < 0.05. Color intensity indicates fold change. Numbers in gray font indicates not statistically significant. Note that the last letter in every miRNA code differentiates members within the same miRNA family. Table S2 shows normalized counts and statistics for all samples and replicates.

**Table 2:** Expression patterns of DEMs and predicted target genes that are differentially expressed in peach leaves in response to PpPep2 treatment. Only those that have opposing expression patterns and up to two predicted target genes per DEM (i.e., those with the lowest *p*-value in target gene prediction) are displayed. t1_t0, t24_t0, and t48_t0 indicate gene expression log2fold-change values at 1, 24, and 48 h after PpPep2 treatment compared to untreated samples, respectively.

DEM					Predicted Target Gene 1						Predicted Target Gene 2				
miRNA	t1_t0	t24_t0	# DEG Targets		Target ID	Target Description	t1_t0	t24_t0	t48_t0		Target ID	Target Description	t1_t0	t24_t0	t48_t0
ppe-MIR156g	6.0	6.8	2		PRUPE.5G208300	Teosinte glume architecture 1	0.7	−0.3	0.3						
ppe-MIR171c	2.1	2.1	4		PRUPE.2G274300	Hexose carrier protein HEX6	1.5	0.3	−0.6						
ppe-miR7122b-3p	1.4	1.7	3												
ppe-miR7122b-5p	1.4	1.7	6		PRUPE.3G227700	Uncharacterized LOC18783989	−0.5	1.1	0.5						
ppe-miR7122a-3p	1.0	1.4	5		PRUPE.6G281500	Receptor-like protein 12	2.0	0.0	0.0		PRUPE.3G039200	Linoleate 13S-lipoxygenase 3-1, chloroplastic	1.9	0.5	0.2
ppe-miR7122a-5p	1.0	1.4	4		PRUPE.1G317500	Lipid phosphate phosphatase 2	0.9	−0.1	−0.2						
ppe-MIR482f	0.5	1.0	11		PRUPE.2G022400	Putative disease resistance RPP13-like protein 1	1.0	−0.6	−0.3						
ppe-miR403	0.5	0.9	2		PRUPE.1G525900	Pentatricopeptide repeat-containing protein At5g27460	1.5	0.1	−0.1		PRUPE.1G385000	Hypothetical protein PRUPE.1G385000	1.7	−0.2	−0.7
ppe-miR482a-3p	0.6	0.9	15		PRUPE.6G295900	Receptor-like protein kinase FERONIA	1.1	−0.5	0.4						
ppe-miR482a-5p	0.6	0.9	10												
ppe-miR396b	0.5	0.9	9		PRUPE.5G013100	Abscisic acid 8′-hydroxylase 1	3.1	−0.7	1.1						
ppe-miR162	0.1	0.7	3		PRUPE.1G385500	Hypothetical protein PRUPE.1G385500	1.0	−0.1	−0.8						
ppe-miR159	0.4	0.6	5		PRUPE.6G073300	Scarecrow-like protein 30	3.4	0.3	−0.8						
ppe-miR482e	0.2	0.6	10		PRUPE.4G284000	Putative disease resistance protein RGA3	0.8	−0.5	−0.4						
ppe-miR171a	0.4	0.6	4		PRUPE.2G274300	Hexose carrier protein HEX6	1.5	0.3	−0.6						
ppe-MIR167a	1.3	0.5	9		PRUPE.2G290200	Protein DETOXIFICATION 49	4.7	0.8	−0.4						
ppe-miR8127-3p	0.0	−0.3	2												
ppe-miR8127-5p	0.0	−0.3	4												
ppe-miR168	−0.3	−0.7	3		PRUPE.7G053500	Glycerol-3-phosphate dehydrogenase [NAD(^+^)] GPDHC1, cytosolic	−0.3	0.8	0.6						
ppe-MIR395c	−0.8	−1.1	15		PRUPE.6G180002	Sulfate transporter 2.1	0.2	−0.9	0.5		PRUPE.1G023002	ATP sulfurylase 1, chloroplastic	0.2	−0.5	0.9
ppe-MIR482c-3p	−0.7	−1.2	12												
ppe-miR482c-5p	−0.7	−1.2	15		PRUPE.7G243500	SPX domain-containing protein 1	0.7	2.2	1.0						
ppe-MIR535b	−1.4	−1.2	10		PRUPE.4G158000	Nematode-induced LRR-RLK 2 (NILR1)	2.1	−0.7	−0.8						
ppe-MIR172b	0.0	−1.4	12												
ppe-MIR390	−0.5	−1.4	10		PRUPE.4G121900	Receptor-like protein 12	4.2	0.3	0.0						
ppe-MIR395n	−0.3	−1.5	15		PRUPE.6G180009	Sulfate transporter 2.1	0.2	−0.9	0.5		PRUPE.1G023009	ATP sulfurylase 1, chloroplastic	0.2	−0.5	0.9
ppe-MIR166e	−1.2	−1.7	5		PRUPE.7G041600	Two-component response regulator ORR9	−0.9	0.1	0.6						
ppe-MIR395a-3p	−0.8	−1.8	7		PRUPE.6G180000	Sulfate transporter 2.1	0.2	−0.9	0.5		PRUPE.1G023000	ATP sulfurylase 1, chloroplastic	0.2	−0.5	0.9
ppe-miR395a-5p	−0.8	−1.8	4		PRUPE.6G180001	Sulfate transporter 2.1	0.2	−0.9	0.5		PRUPE.1G023001	ATP sulfurylase 1, chloroplastic	0.2	−0.5	0.9
ppe-MIR535a	−2.2	−1.9	8		PRUPE.8G263900	Probable pectinesterase/pectinesterase inhibitor 7	4.7	1.4	1.4						
ppe-MIR156h	−1.3	−1.9	2		PRUPE.4G089000	Cationic amino acid transporter 1	1.6	0.7	0.7						
ppe-MIR395l	−1.1	−2.2	15		PRUPE.6G180007	Sulfate transporter 2.1	0.2	−0.9	0.5		PRUPE.1G023007	ATP sulfurylase 1, chloroplastic	0.2	−0.5	0.9
ppe-MIR169d	−0.8	−2.2	7		PRUPE.7G093100	Nuclear transcription factor Y subunit A-10 (NFYA10)	0.1	0.1	0.3						
ppe-miR530	−1.1	−2.4	1												
ppe-MIR395j	−0.9	−3.0	15		PRUPE.6G180005	Sulfate transporter 2.1	0.2	−0.9	0.5		PRUPE.1G023005	ATP sulfurylase 1, chloroplastic	0.2	−0.5	0.9
ppe-MIR395i	−1.4	−3.1	15		PRUPE.6G180004	Sulfate transporter 2.1	0.2	−0.9	0.5		PRUPE.1G023004	ATP sulfurylase 1, chloroplastic	0.2	−0.5	0.9
ppe-MIR395k	−0.7	−3.4	15		PRUPE.6G180006	Sulfate transporter 2.1	0.2	−0.9	0.5		PRUPE.1G023006	ATP sulfurylase 1, chloroplastic	0.2	−0.5	0.9
ppe-MIR395f	−1.4	−3.8	15		PRUPE.6G180003	Sulfate transporter 2.1	0.2	−0.9	0.5		PRUPE.1G023003	ATP sulfurylase 1, chloroplastic	0.2	−0.5	0.9
ppe-MIR395m	−1.3	−3.9	15		PRUPE.6G180008	Sulfate transporter 2.1	0.2	−0.9	0.5		PRUPE.1G023008	ATP sulfurylase 1, chloroplastic	0.2	−0.5	0.9

Color codes indicate statistically up- (red) and down- (blue) regulated miRNAs and predicted target genes in response to PpPep2. # DEG targets, number of predicted miRNA targets that are differentially expressed upon PpPep2 treatment.

## Data Availability

Data supporting transcriptome analysis are available in the Gene Expression Omnibus (GEO) repository, record GSE214135, enter token slshgkouhfajdyp into the box (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214135; accessed on 1 December 2024).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms252313099/s1.

# Supplementary material for: The PpPep2-Triggered PTI-like Response in Peach Trees Is Mediated by miRNAs
**Source:** Int J Mol Sci. 2024 Dec 5;25(23):13099. doi: 10.3390/ijms252313099
**Supplement:** Supplementary file 1

## Supplementary Materials

### **The PpPep2-triggered PTI-like response in peach trees is mediated by miRNAs**

Laura Foix <sup>1,2</sup>, Maria Pla <sup>2</sup>, Anna Esteve-Codina <sup>3,4</sup>, Beatriz Martín-Mur <sup>3</sup>, and Anna Nadal <sup>2,\*</sup>

### **Table of contents**

#### **Table S1.** Statistics summary of miRNA-Seq.

Quality control and mapping statistics of miRNA analysis. Obtaining 117, 267, 647 raw reads that corresponded to an average of 12, 11 and 16 million reads 1 and 24 h after PpPep2 application and control, respectively.

Excel file.

#### **Table S2.** Normalized counts and statistics of miRNA-Seq.

Normalized counts and statistics of miRNA analysis of *P. persica* leaf samples treated with PpPep2 for 1 and 24 hours. 

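The values of Table S2 are normalized counts, taken here as gene counts from RSEM divided by a factor for each library, so that a value is comparable between libraries for the same gene. They are given for each replicate of the control, 1 h and 24 h, beside the mean over libraries, the log2 fold change, its standard error and the adjusted p of each comparison from the authors' DESeq2 model. The same 9 columns of normalized counts are the ones analysed here, in which 59 genes have a mean above 0 but under 5.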

Values corresponding to all samples and replicates are depicted.

Excel file.

#### **Table S3.** *P. persica* leaf DEMs (differentially expressed miRNAs) 1h and 24h after PpPep2 topic application.

A range of 45 to 117 deduced targets were predicted for each DEM, with varying degrees of targeting probability based on miRNA and target complementarity. For every DEM, the number of potential targets and their Ensembl (ID) codes are shown.

Excel file.

#### **Table S4.** Enriched GO terms associated to DEM predicted target genes differentially expressed after 1 $\mu$ M PpPep2 treatment of peach leaves for 1h, 24h or 48 h (DEG).

GO terms are classified into molecular function (MF), biological process (BP) or cellular component (CC) categories. For each enriched GO term, the description, the adjusted *p-value*, and the number of genes in the DEG input list and in the background reference list are shown. Also shown are the specific DEMs targeting genes that contribute to each GO term (black squares).

Excel file.

How the deposited data were processed for this re-analysis (not part of the article)

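Small RNA libraries of peach leaves were analysed for 3 conditions, the control (t0) and 1 and 24 h after treatment with 1 μM PpPep2, with 3 replicates each and leaves of 9 plants with 5 leaves per plant in each replicate. The deposited table holds 210 pre_miRNA genes in 9 libraries. According to the paper, the authors trimmed the reads with Trim Galore, mapped them with STAR to Prunus_persica_NCBIv2.38, quantified them with RSEM at a seed length of 16 on Ensembl Plants release 48 and tested the pre_miRNA genes with DESeq2. The deposited values are a signal, normalized counts with 2 decimals, in which the authors' trimming, mapping, division of reads between genes and scaling are already included. They were taken as counts divided by a factor for each library. Conditions and replicates were taken from the sample labels and from the sample codes of Table S2. The labels call the control mock and the paper calls it untreated. Gene names were taken from Table 1, since 0 of the 210 identifiers matched the reference table used here, and no genome positions were used.

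In each library the values of genes with low counts were whole multiples of a fixed step, for 100.0% of the 64 to 80 low values per library, so the step was taken as the value of 1 read. At least 100 low values in a library had been set as the number needed to treat all values as recovered reads, and this was not reached. The step was therefore used to describe depth and numbers of reads and to draw libraries of equal depth, and no count test was run on recovered reads. Depth is given as the total of the normalized counts divided by the step, and 3 reads were taken as the smallest amount that a library can show. These floors cover counting error only.

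Changes were tested with limma 3.58.1 in R 4.3.3 on log2(normalized count + 1) with the empirical Bayes trend, in a fit to all 9 libraries without a replicate block, for the 135 genes with a mean of at least 5. The p-values were adjusted by the Benjamini-Hochberg method and genes with an adjusted p under 0.05 were counted as DEMs. This test was written into the design because the values were known to be normalized, whereas the authors tested counts with DESeq2. The test was tried on data simulated for 135 genes, 40 of them changed by 2 on the log2 scale. Over 20 simulations it recovered 94.6% of the changed genes with 3.2% false calls, and it called 0 genes on average when none was changed. All simulated genes had the same dispersion, taken from genes with high counts. In the data the residual standard deviation in limma was 2.68 for miR156g and 0.13 for miR8127. This recovery does not carry over to smaller changes or a larger spread, and a gene not called is not shown to be unchanged. Sums over the MIR395 genes and over MIR156g and MIR156h, and scores of the PCA, were compared by two-sided exact permutation tests. The PCA used log2(normalized count + 1) of the 50 genes with the largest variance, centred and not scaled. Tables and tests outside limma were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9.

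The samples, the tests, the alternatives and the rule for the genes named were fixed before the deposited values were opened. Table S2, with the same normalized counts and the authors' statistics, had been read by then, so these choices were not blind to the values. The rule names every gene of Table 1, up to 5 DEMs outside Table 1 with the largest change and the 3 genes with the highest mean. ENSRNA049996337 and ENSRNA049997224 fall outside the rule and were chosen after their values were seen. The alternatives were 0.5 or 5 added before taking logs, no minimum mean, detection in all replicates of a condition, a minimum mean of 20, libraries scaled to the same total or the same upper quartile over miRNA genes, no trend in limma, only the 6 libraries compared, the replicate number as a block, a minimum absolute log2 fold change of 1, summed copies and each library left out in turn. A minimum log2 fold change and summed copies were applied to numbers of DEMs only, which leaves 19 alternatives for single genes. Alternatives with all replicates are those other than leaving out a library in turn. The replicate numbers of the block come from the labels, which number the replicates of each condition from 1 to 3. Target predictions, GO terms and mRNA data of other experiments were not analysed here.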

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

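All tests of technical explanations in this part were chosen after the results were seen.

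ENSRNA050004180 and ENSRNA049996654 stood out because they had an adjusted p under 0.05 at 24 h and are not named in Table 1 or in the text of the paper, although Table S2 marks ENSRNA050004180 at 24 h. The log2 fold change of ENSRNA050004180 was -1.16 (standard error 0.30, adjusted p = 0.0363, limma with Benjamini-Hochberg adjustment), with all 3 libraries of 24 h under the control libraries. At 1 h it was -0.78 (adjusted p = 0.255 by the same limma test with Benjamini-Hochberg adjustment). Few reads are not the explanation here, since every control and 24 h library held between 46 and 417 reads of the gene. The authors' normalization is a possible explanation for a part of the change. With the libraries scaled to the same upper quartile the log2 fold change was -0.76 and the adjusted p 0.0768 (limma with Benjamini-Hochberg adjustment, 0.0141 to 0.0768 over the alternatives with all replicates), while with the same total it was -1.44. It kept its call in 4 of the 9 fits that each left out 1 library, with a log2 fold change between -1.35 and -1.01. A scaling moves all genes of a library alike, and relative to the median gene tested the log2 fold change was -1.14 with the authors' normalization, -1.15 with the same total and -1.12 with the same upper quartile. The scaling therefore bears on the size of the change and on the call, and not on the fall relative to most other genes. That fall may be a response to PpPep2 or, without a control at 24 h, a change with time or handling. How much of its size comes from such a change and how much from the scaling cannot be told apart.

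For ENSRNA049996654 the log2 fold change was 1.14 (standard error 0.30, adjusted p = 0.0384, limma with Benjamini-Hochberg adjustment), with all 3 libraries of 24 h above the control libraries. At 1 h it was 0.39 (adjusted p = 0.52 by the same limma test with Benjamini-Hochberg adjustment). The libraries held only 4 to 37 reads of the gene, so that counting noise could contribute. With the libraries scaled to the same total the log2 fold change was 0.86 and the adjusted p 0.104 (limma with Benjamini-Hochberg adjustment, 0.0287 to 0.104 over the alternatives with all replicates), and with the same upper quartile it was 1.52. It kept its call in 2 of the 9 fits that each left out 1 library, with a log2 fold change between 0.90 and 1.32. Relative to the median gene tested it was 1.15 with the authors' normalization, 1.16 with the same total and 1.15 with the same upper quartile, so the scaling bears on the size of the change and on the call, and not on the rise relative to most other genes. A response at 24 h cannot be told apart from few reads or from a change with time or handling, nor its size from an effect of the scaling.

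No gene of the 135 tested moved one way in all libraries of 1 h and the other way in all libraries of 24 h.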

How the results depend on the processing

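The direction of the MIR395 and MIR156 sums held under the alternatives tried, whereas the number of DEMs did not. The sum of the 9 MIR395 genes at 24 h changed by -2.26 to -1.57 on the log2 scale over 5 other settings and by -2.33 to -1.60 with a library left out. The sum of MIR156g and MIR156h at 24 h changed by -1.26 to -0.57 and by -1.21 to -0.75 with a library left out. At 1 h this sum changed by -1.08 to -0.69 with a library left out, and its smallest fall was -0.42 with libraries scaled to the same upper quartile. With 3 libraries against 3 the p of these sums cannot pass 0.05 in any setting.

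Among the alternatives with all replicates, DEMs at 24 h ran from 10 with the replicate block to 31 with only the 6 libraries compared. The scaling to the same upper quartile gave the most DEMs at 1 h and the most upregulated DEMs at 24 h. With the same total there were 2 DEMs at 1 h, and 4 upregulated DEMs at 24 h in place of 7. With the same upper quartile there were 4 DEMs at 1 h, 29 at 24 h and 30 in either comparison, 21 of them upregulated at 24 h. Both rescalings shared genes with the authors' normalization, 16 of the 19 DEMs of 24 h for the same total and 15 for the same upper quartile. Without the trend in limma there were 12 DEMs at 24 h and 12 in either comparison, 7 of them downregulated, all 12 among the 19. Fitting only the 6 libraries compared gave 31 DEMs at 24 h and 31 in either comparison, 13 of them upregulated. Requiring an absolute log2 fold change above 1 left 4 upregulated DEMs at 24 h. The other settings, apart from the replicate block given below and the libraries left out, stayed within 1.5 times the 19 DEMs of 24 h, from 16 with no minimum mean to 25 with a minimum mean of 20. The share of variance on PC1 was 39.6% for all genes with a mean of at least 5, 33.7% for 100 genes, 29.8% after scaling each gene, 32.3% with 0.5 and 44.8% with 5 added before taking logs, against 36.6%. The cause was not tested for these changes, except for the composition of the libraries under Other observations.

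With the replicate number as a block there were 10 DEMs at 24 h and 10 in either comparison, 2 of them upregulated, and 9 were among the 19. Same-numbered libraries did not deviate together, with a mean correlation of 0.011 against -0.005 for libraries of different numbers, so the numbers give no sign of pairing. For the MIR395 and MIR156 sums the mean paired difference equals the unpaired one by arithmetic and so says nothing on pairing, and the exact sign-flip p was 0.25 for each, the smallest that 3 pairs allow.

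Over the 9 fits that each left out 1 library, DEMs numbered 1 to 18 at 1 h, 0 to 35 at 24 h, 1 to 38 in either comparison and 0 to 2 between 24 h and 1 h. Upregulated DEMs at 24 h ran from 0 to 16 and downregulated ones from 0 to 19. The 0 DEMs of 24 h came without control replicate 1 or 3, where 37 genes had an unadjusted p under 0.05, and the highest counts against the control came without replicate 1 of 1 h. PC1 held 35.6% to 43.7%.

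Among single genes, 1440 comparisons of 76 log2 fold changes with an alternative gave 1242 with the same direction and call, 120 that lost the call, 62 that gained it and 16 that reversed. With the same total the log2 fold change reversed to -0.084 for miR162 and -0.13 for miR8127 at 1 h, and to -0.27 for ENSRNA049997204 at 24 h. With the same upper quartile it reversed to 0.16 for miR168, 0.17 for miR172b and 0.43 for ENSRNA049997204 at 1 h, and to 0.058 for miR8127 at 24 h. With a library left out, the 1 h values ran from -0.044 to 0.21 for miR162, -0.090 to 0.10 for miR8127, -0.82 to 0.41 for miR172b, -0.96 to 0.17 for miR395n and -0.10 to 0.12 for ENSRNA049997204, whose 24 h values ran from -0.082 to 0.15. The cause was not tested.

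DESeq2 and edgeR on recovered reads, planned as alternatives, were not run, because the reads could not be taken as recovered. Depth limits the low genes most, since 3 reads are worth 8.53 normalized counts in control replicate 2 against 1.46 in control replicate 3.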

Differences from the paper's values

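The paper reports 33 DEMs in either comparison with DESeq2, against 19 here with limma. Of the 21 alternatives run, 7 came within 1.5 times the paper's number. There were 24 DEMs with 5 added before taking logs, 25 with a minimum mean of 20 and 22 with libraries scaled to the same total. The same upper quartile gave 30, only the 6 libraries compared gave 31, and leaving out replicate 1 or 3 of 1 h gave 38 or 22. The other 14 did not, and none gave 33. DESeq2, the paper's test, was planned but is not among those run, so how much of the difference comes from the test is not known.

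For 24 h the paper's results text gives 39 DEMs, against 19 here, although the paper also gives 39 as its number of mature sequences and the 19 are genes. Of the same alternatives 3 came within 1.5 times that number, with 29 for the same upper quartile, 31 for only the 6 libraries compared and 35 without replicate 1 of 1 h. The paper's Table S2 marks 33 genes at 24 h, against 19 here, and 7 alternatives came within 1.5 times it, the same upper quartile with 29, the same total with 22, a minimum mean of 20 with 25, 5 added before taking logs with 24, only the 6 libraries compared with 31, and leaving out replicate 1 of 1 h with 35 or replicate 3 of 1 h with 22. Of the 19 DEMs of 24 h here, 18 are also marked in Table S2. At 1 h the paper's Table S2 marks 4 genes, against 1 here, and only the scaling to the same upper quartile came within 1.5 times it, with 4.

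The paper's log2 fold change of miR156g at 1 h is 6.0, against 3.62 here. Of 19 alternatives only leaving out replicate 1 of 1 h closed the gap, with 5.98. The 3.62 is counted as different because libraries at the floor of 3 reads are involved and the values are over 1.5 times apart. The values are still closer than the residual standard deviation of the gene in limma. The 1.5 times is taken between log2 values, so the fold changes themselves can be further apart. The residual standard deviation was 2.68 for miR156g and 2.11 for MIR395k, a loose limit for such genes. None of the other 65 log2 fold changes compared with Table 1 had the opposite sign, was further from it than that standard deviation, or had libraries at the floor and was over 1.5 times apart. At 24 h these include MIR395k with -4.73 here against the paper's -3.4, MIR395i with -4.25 against the paper's -3.1, MIR395j with -3.75 against the paper's -3.0, MIR395m with -3.35 against the paper's -3.9 and miR156g with 5.64 against the paper's 6.8. None of the 99 mean normalized counts compared was both over 1.5 times apart from Table 1 and further from it than the standard deviation of the replicates.

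Of the genes that the paper's Table S2 marks, 3 at 1 h and 15 at 24 h were not DEMs here. At 1 h miR156h, miR535b and miR167a all passed without replicate 1 of 1 h, miR535b also with the same total and miR167a also with the same upper quartile. At 24 h 13 of the 15 passed under at least 1 alternative, and miR8127 and miR168 under none of the 19 run for single genes. The number that passed was 4 with 5 added before taking logs, 4 with a minimum mean of 20, 5 with the same total, 5 with the same upper quartile, 7 with only the 6 libraries compared and 1 with the replicate block. With libraries left out it was 9 without replicate 1 of 1 h, 3 without replicate 3 of 1 h and 1 without replicate 3 of 24 h, and none passed under the other 10 alternatives run for single genes.

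The paper ranks miR156g as the most strongly regulated miRNA at both times. Here it ranked 1 at 24 h and 2 at 1 h. At 1 h ENSRNA049996337, chosen after its values were seen, had a log2 fold change of -3.77 against 3.62 for miR156g. Each includes a library at 0, replicate 3 of 1 h for ENSRNA049996337 and replicate 1 for miR156g. With a library left out they ran from -5.52 to -1.11 and from 2.30 to 5.98. By group means ENSRNA049996337 went from 550 to 195 normalized counts and miR156g from 1.48 to 92.6, so the order at 1 h is not settled. The paper gives the MIR395 genes a common mature sequence, whereas its Table 1 lists the same sequence for 8 of the 9 and another for MIR395a. The paper counts every listed MIR482 gene as regulated, whereas here MIR482f was the only DEM among the 4, and it counts every listed MIR395 gene as regulated, whereas 4 of the 9 were DEMs here. The paper names miR167a as upregulated at 1 h, whereas its adjusted p here was 0.0802 (limma with Benjamini-Hochberg adjustment, 0.036 to 0.152 over the alternatives with all replicates).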

Other observations

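The tests of explanations in this part were all chosen after the results were seen, apart from the comparison of 24 h with 1 h, which was set before.

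Tested directly against each other, the 24 h and the 1 h libraries gave 0 DEMs (limma, Benjamini-Hochberg, smallest adjusted p 0.307), with 18 genes at an unadjusted p under 0.05. The larger number of DEMs at 24 h than at 1 h is therefore not shown by this test to be a difference for any single gene. A difference in depth was tested by taking each value divided by the step, rounded, as reads and thinning every library to the 115530 that control replicate 2 has after this rounding. The median over 20 draws was then 20.5 DEMs at 24 h (16 to 26) against 0 to 4 at 1 h, so depth does not account for it as far as these values are reads. The spread of the 1 h libraries may explain a part of it, since there were 18 DEMs at 1 h without replicate 1 of 1 h, but the same fit gave 35 at 24 h, so the larger number at 24 h remained. Choosing that library to be left out rested on the values themselves, and for this part a later response of the miRNAs cannot be told apart from the spread of the 1 h libraries.

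Other splits of the libraries were counted for each number of DEMs, keeping same-numbered libraries in different groups as in the real split. Such a split gave at least 1 DEM at 1 h in 1 of 4, at least 19 at 24 h in 1 of 4, at least 7 upregulated in 1 of 4 and at least 12 downregulated in 1 of 4, the real split in each case. Splits of 24 h against 1 h all gave 0 DEMs, 4 of 4. Over all 10 splits of 6 libraries, those that join same-numbered libraries included, 2 gave 1 DEM at 1 h and 1 gave 19 at 24 h. With so few splits a share under 0.05 is not possible. For DEMs in either comparison, 2 of 100 splits drawn from the 108 possible gave at least 19, the real split and the split that keeps the same 3 groups with 24 h in place of the control as reference.

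Replicate 1 of 1 h stood apart from the other 1 h libraries. A control library under that label is a candidate explanation that was tested by placing each library between the mean of the controls at 0 and the mean of 24 h at 1. It lay at 0.409, beyond the controls, which lay between -0.003 and 0.229 when each was placed without itself, with the other 1 h libraries at 0.491 and 0.498 and the 24 h libraries between 0.735 and 1.023. On PC1 it lay at -0.09, outside the controls at -8.87 to -5.43, and its MIR395 sum of 1874.8 normalized counts was under the 5379.9 to 10746.1 of the controls. Comparisons of pairs of libraries were mixed. Its chi-square per degree of freedom was 55.8, 121.3 and 102.4 with the controls, where that between controls was 65.9 to 101.2, and 267.5 and 247.0 with the other 1 h libraries. Its correlation was 0.961, 0.939 and 0.955 with the controls, and 0.941 and 0.904 with the other 1 h libraries. The position, PC1 and the MIR395 sum go against a control library under the 1 h label, but they do not exclude it, as an added control would be the outermost of 4 on the side of 24 h in such a measure 25% of the time. Its depth of 338630 reads was the highest of the 1 h group, so low depth is not the explanation. Of 63 genes that moved out of the range of the controls in both of the other 1 h libraries, 46.0% had also moved in this one, against 87.9% and 67.4% when the other libraries were placed in its role and 25% for an added control. The same 29 genes stand behind all 3 shares, so that it is lower than the other 2 shares restates that the other 1 h libraries are closer to each other and does not test a partial response. A partial response of that replicate cannot be told apart from a control library under its label or from other differences between the leaves sampled.

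MIR156g rose while MIR156h, with the same mature sequence, fell. If reads had only moved from one copy to the other, their sum would have stayed the same, but it changed by -0.97 on the log2 scale at 24 h, more than the spread of the libraries. The gain of MIR156g, 91.2 normalized counts at 1 h and 168.5 at 24 h, was 22.6% and 33.4% of the loss of MIR156h. Few reads do not explain the 0 of MIR156g in replicate 1 of 1 h, which would hold 171.1 reads at the level of the other 1 h libraries. A different response of the copies in that replicate may be involved, but the division of reads between copies in the quantification was not repeated here, and a part of the changes may come from it.

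MIR395 genes were at 0 in 9 values after PpPep2, 8 of them at 24 h and 5 of these in replicate 2 of 24 h, and in none of the control libraries. At the level of the other libraries of the same time, 5 of the 9 zeros had a Poisson chance under 0.05, so few reads could explain at least the other 4. This chance covers counting error only and takes that level as fixed, so it does not settle which zeros come from few reads. The sum of the 8 copies with the same mature sequence had a standard deviation of 0.35 on the log2 scale at 24 h, whereas the single copies had a median of 1.39 (0.08 to 3.32), and 6 of the 8 were above that of the sum. This is in line with reads of the same sequence being assigned to different copies in different libraries, but a sum over genes of unequal level also varies less, so a difference between the copies cannot be told apart from it.

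When the libraries were brought to the same total, the median log2 fold change at 24 h was -0.30. Taking the totals without the 3 genes with the highest means brought it to -0.059, which is consistent with a few genes taking a larger share of the counts after PpPep2. The share of ENSRNA049996936 was 15.0%, 20.9% and 15.5% in the control replicates, 14.5%, 28.7% and 26.8% at 1 h and 25.4%, 28.8% and 26.4% at 24 h. Its log2 fold change at 24 h was 0.95 (adjusted p = 0.103, limma with Benjamini-Hochberg adjustment), and that of ENSRNA049997141, also among the 3, was 0.66 (adjusted p = 0.0643 by the same limma test with Benjamini-Hochberg adjustment). Both passed with the same upper quartile (adjusted p = 0.0287 for each) and with only the 6 libraries compared (adjusted p = 0.0162 for each, the ranges over the alternatives with all replicates being 0.0162 to 0.146 and 0.0162 to 0.118 by limma with Benjamini-Hochberg adjustment).

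The mean normalized count that Table S2 gives with its statistics was 0.62 to 1.41 times the mean of the 9 libraries, and it was off by over 1% for 179 genes. It was above 0 for 199 genes, whereas 194 genes are above 0 in the 9 libraries, so 5 genes at 0 in all of them have a mean above 0 in the table. This is consistent with further libraries in the authors' model, which were not analysed here.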
